# Profiling the MAPK/ERK dependent and independent activity regulated transcriptional programs in the murine hippocampus *in vivo*

**DOI:** 10.1038/srep45101

**Published:** 2017-03-28

**Authors:** Nils Blüthgen, Mirjam van Bentum, Barbara Merz, Dietmar Kuhl, Guido Hermey

## Abstract

Activity-dependent alteration of the transcriptional program is central for shaping neuronal connectivity. Constitutively expressed transcription factors orchestrate the initial response to neuronal stimulation and serve as substrates for second messenger-regulated kinase signalling cascades. The mitogen-activated protein kinase ERK conveys signalling from the synapse to the nucleus but its genetic signature following neuronal activity has not been revealed. The goal of the present study was to identify ERK dependent and independent activity regulated transcriptional programs in the murine hippocampus. We used generalized seizures combined with the pharmacological intervention of MEK activation as an *in vivo* model to determine the complete transcriptional program initiated by ERK after neuronal activity. Our survey demonstrates that the induction of a large number of activity-regulated genes, including Arc/Arg3.1, Arl5b, Gadd45b, Homer1, Inhba and Zwint, is indeed dependent on ERK phosphorylation. In contrast, expression of a small group of genes, including Npas4, Arl4d, Errfi1, and Rgs2, is only partially dependent or completely independent (Ppp1r15a) of this signalling pathway. Among the identified transcripts are long non-coding (lnc) RNAs and induction of LincPint and splice variants of NEAT1 are ERK dependent. Our survey provides a comprehensive analysis of the transcriptomic response conveyed by ERK signalling in the hippocampus.

Activity dependent alteration of the transcriptional program of neurons is a key mechanism for shaping neuronal connectivity in the brain. Such neuronal plasticity contributes to a variety of physiological and pathological processes in the developing and adult brain. These include learning and memory, response to injury, ischemia and drugs, epileptogenesis and neurodegenerative and neuropsychiatric disorders^1^,^2^. Signalling from the synapse to the nucleus induces gene expression and provides a mechanism for translating synaptic activity into persistent changes^3^,^4^. Numerous studies identified genes whose expression is altered by different neuronal plasticity inducing stimuli^5^, but there is limited information on the transcriptional programs initiated by particular signal transducing pathways.

Constitutively expressed transcription factors are thought to orchestrate the initial transcriptional response to neuronal stimulation^5^. These transcription factors frequently serve as substrates for second messenger-regulated kinase signalling cascades. Among them is the well described and highly conserved mitogen-activated protein kinase (MAPK) pathway^6^,^7^. The extracellular regulated kinase (ERK) is a prototype of MAPK and the activating pathway is characterized by a core of three kinases. The first is a MAP kinase kinase kinase (Raf-1 or B-raf), which phosphorylates the second MAP kinase kinase (MEK). MEK finally activates the two ERK isoforms ERK1 and ERK2 by phosphorylation. This cascade mediates the transmission of signals from the synapse to cytoplasmic and nuclear effectors^8^,^9^,^10^. Phosphorylated ERKs can activate transcription factors directly, such as ELK-1 that translocates after activation from the cytoplasm to the nucleus of neurons^11^, or indirectly via intermediary kinases, such as CREB^6^,^12^. Activation of the ERK pathway is critical for neuronal plasticity related events and initial work demonstrated an absolute requirement for ERK activity in the induction of long-term potentiation (LTP) in hippocampal slices^13^ and that ERK activity regulates gene transcription and LTP *in vivo*^14^. Subsequently it was shown that ERK activation is important for LTD and plays a critical role in mammalian learning and memory^15^,^16^,^17^,^18^,^19^,^20^,^21^,^22^. Additional studies suggest that ERK phosphorylation is required for proper development of neuronal functions and its inhibition leads to the development of autistic phenotypes in mice^23^.

However, the transcriptional program in neurons initiated by ERK has only been partially elucidated. Most studies used a candidate gene approach rather than performing a genome wide analysis. For example the ERK/MAPK dependent transcription of the activity-regulated gene Arc/Agr3.1 has been well documented^24^,^25^,^26^, but it is still not clear whether the interplay between ERK signalling and other transduction pathways during plasticity induces all activity-regulated genes or if there is a group of genes whose induction by activity is independent of ERK activation. Our objective was to determine the transcriptional program initiated by ERK after neuronal activity in the murine hippocampus. To this end, we used chemically provoked seizures to induce strong, synchronized neuronal activity in combination with the MEK inhibitor SL327 and performed a genome wide analysis of the initiated transcriptional program.

## Results

### Kainic acid induced seizures result in transient phosphorylation of ERK in the hippocampus which can be blocked by a small molecule MEK inhibitor

We triggered seizures in mice to induce strong synchronous neuronal activity in the hippocampus. To assess the time course of ERK activation after kainic acid provoked seizures we analysed brain sections of mice sacrificed 5, 15, 30, and 90 minutes after seizure onset. The phosphorylation and activation of ERK was monitored by using phospho-site-specific antibodies. Immunohistological analysis revealed that phosphorylation of ERK occurs within minutes after seizure onset in the hippocampus (Fig. 1a–g). Most intense staining was observed after 5 to 15 minutes and the p-ERK signal was strongly reduced after 90 minutes. The granular cell layer and molecular layer of the dentate gyrus were predominantly stained (Fig. 1e). In addition, the mossy fiber zone exhibited strong labelling. We observed an increased p-ERK staining in the dendritic layers but not in the cell bodies of pyramidal neurons in CA1-CA3. The observed pattern is in agreement with previous results obtained after generalized seizures in mice^24^,^27^. We immunostained parallel sections of the brains dissected at the different time points after seizure onset for Arc/Arg3.1. The activity-induced protein was detectable 90 minutes after seizure onset in the granular cell layer and molecular layer of the dentate gyrus and in the pyramidal cells in CA1-3 (Fig. 1h–k). At this time point the p-ERK signal was already reduced. Thus, our observations are in accordance with the concept that ERK phosphorylation precedes activity dependent gene expression.

Next we analysed the *in vivo* inhibition of ERK phosphorylation by intraperitoneal injection of the blood-brain barrier-penetrating MEK inhibitor SL327 which has no significant effect on a variety of other kinases such as CAMKII, PKC or PKA^15^,^28^ (Supplemental Fig. 1). The inhibitor was applied one hour before kainic acid injections and the animals developed strong seizures. Application of the inhibitor resulted in a complete blockade of ERK phosphorylation in the hippocampus (Fig. 2a–h).

### Transcriptome analysis identifies MEK/ERK dependent genes

Next we treated mice with vehicle, SL327, kainic acid or SL327 combined with kainic acid and obtained hippocampal tissue for microarray analysis from animals sacrificed 1 hour after seizure onset or from time matched controls. In addition, we included in our analysis untreated control animals; mice treated with kainic acid sacrificed 4 and 8 hours after onset of seizures and respective time matched controls treated with vehicle only (Fig. 3a). RNA extracted from one hippocampus was hybridized to one microarray, and we measured four replicate animals for the untreated controls and three time matched replicates for all other treatments. 

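Hippocampal RNA of 16 mice was compared, from 4 untreated mice and from 3 mice each treated with vehicle, kainic acid (20 mg/kg), SL327 (50 mg/kg) or SL327 followed by kainic acid. Kainic acid activates glutamate receptors and triggers seizures, and SL327 blocks MEK, the kinase that phosphorylates ERK. Tissue of the treated mice was taken 1 h after seizure onset or at the matched time, and the sample labels give 1 h for SL327 alone. For mice used for tissue sections, the legend of Fig. 5 gives 2 h after the injection for SL327 alone. The sample labels name PBS as the vehicle and the methods name DMSO with PBS, so the solvent of the vehicle treated mice is not certain. Arrays from 4 h and 8 h after seizure onset were not used here. RNA was measured on Affymetrix mouse exon arrays, and the authors normalized the values by robust multi-array average (RMA) with the oligo package. The deposited values are on the log2 scale, and all values given at the results are log2 intensities of a probe set (mean ± SD over mice). In every probe set of the table the third-highest array lies above the same floor of intensity, so the table already carries a filter on intensity. Of the probe sets, 15417 have a gene name in the annotation used and 4955 do not. The filter of the methods, a value above the array's median in at least 3 arrays, was then applied to the annotated probe sets. It removed 6897 and left 8520 probe sets of 7565 genes, which were tested with limma in a fit of the 5 groups used here. The methods also remove probe sets of a category other than main and fit all conditions. The files used here name no category, so that step was not repeated. Each array correlated with the others of its group at a mean r between 0.958 and 0.975, across probe sets that are not independent of each other. The number of mice per group limits the precision, and the arrays of all groups share the estimate of the spread. Where a gene has several probe sets, the one with the highest mean over all arrays stands for it.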

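Genes that respond to neuronal activity had similar levels in untreated and vehicle treated mice. Nr4a1 (probe set 6833311), a nuclear receptor induced by activity, was at 8.07 ± 0.28 (SD, n = 4) in untreated and 8.05 ± 0.10 (SD, n = 3) in vehicle treated mice, a difference of -0.02 (SE 0.25, adjusted p = 0.99). Nptx2 (6935451), a secreted protein of excitatory synapses, was at 7.47 ± 0.13 and 7.44 ± 0.12, a difference of -0.03 (SE 0.13, adjusted p = 0.96). Of 18 measured immediate early transcription factors and of 24 measured synaptic and secreted effectors, 0 passed limma's adjusted p of 0.05, and 0 when adjusted over the list alone. Over all 8520 probe sets limma called 0 higher and 0 lower in vehicle treated mice, the smallest adjusted p being 0.327. At an unadjusted p under 0.05 from limma were 569 probe sets, 92 higher and 477 lower in vehicle treated mice. Leaving out replicate 1 or replicate 3 of the mice given SL327 alone gave 1 lower probe set. Markers of the choroid plexus, a tissue that adjoins the hippocampus, varied within the groups, with a median over 5 genes between -0.30 and 2.05 in untreated and between -0.26 and 0.43 in vehicle treated mice, relative to the vehicle mean. In a principal component analysis of the 1000 most variable probe sets, centred and not scaled, PC1 held 47.8% and PC2 11.3% of the variance. Untreated mice had a PC1 score of 5.36 ± 2.55 (SD, n = 4) and vehicle treated mice 4.09 ± 0.364 (SD, n = 3; two-sided exact permutation test, p = 0.486). Their PC2 scores were -3.1 ± 0.833 and -4.34 ± 0.377 (exact p = 0.0857, the smallest possible p being 0.0286). This PC2 difference, vehicle minus untreated, was -0.303 in SD of the component, and it reversed to 0.29 with a larger number of the most variable probe sets and to 0.327 with probe sets scaled to unit variance.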

Using principle component (PC) analysis of the 1000 top varying genes (Fig. 3b), we found that expression data from controls and vehicle treated animals group together. Kainic acid treatment had the strongest global effect on the transcriptome (change in PC1 and also PC2 at t = 1 h), and the transcriptome showed the strongest response 1 h after treatment. 

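More probe sets were lower than higher after kainic acid, and several of the falling genes mark granule cells of the dentate gyrus. The cause of this excess of falls stays open. Prox1 (6765165), a transcription factor of granule cells, was at 10.84 ± 0.21 (SD, n = 3) in vehicle treated mice and 10.17 ± 0.14 (SD, n = 3) after kainic acid, a change of -0.67 (SE 0.16, adjusted p = 0.0096), and its other probe set 6765166 did not pass (-0.13, adjusted p = 0.67). The granule cell genes Dsp (6806299), which encodes desmoplakin, and Lct (6762016) fell by 0.92 (adjusted p = 0.0055) and 0.79 (adjusted p = 0.0052). Of 7 measured granule cell markers, 3 were lower and 0 higher (3 lower and 0 higher when adjusted over the list alone), at an adjusted p of 0.0776 from camera and 0.617 with an estimated correlation. Prox2 (6796653), a homeobox gene related to Prox1, fell by 1.03 (SE 0.10, adjusted p = 5.1e-06). Over all probe sets, 1042 were lower (965 genes, median -0.264) and 631 higher (588 genes, median 0.393) in kainic acid minus vehicle at limma's adjusted p of 0.05. The 3 kainic acid arrays did not overlap the 3 vehicle arrays in 40.8% of the probe sets, against 34.5% for SL327 alone, 23% for SL327 with kainic acid and 10% by chance. Kainic acid treated mice had a PC1 score of -15.9 ± 3.41 and a PC2 score of -1.25 ± 1.08 (SD, n = 3; exact permutation p = 0.1 against vehicle for each, the smallest that 3 mice against 3 allow). After each array was centred on its median the counts were 805 lower and 744 higher, and after quantile normalization 962 and 743. The counts were 606 lower and 499 higher without vehicle replicate 1, and 561 and 501 without vehicle replicate 2. They were 527 and 483 without kainic acid replicate 2, 611 and 529 without kainic acid replicate 3, and 2116 and 679 with untreated mice as the control.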

Kainic acid treatment with inhibitor or inhibitor alone resulted in hardly any change in the major PC (PC1), but in changes in PC2 similar to kainic acid treatment, suggesting that PC2 contains genes that are regulated whenever MAPK signalling is modulated, regardless of inhibition or activation. 

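Many genes differed between mice given SL327 alone and vehicle treated mice, mostly upwards. The cause of this excess of rises stays open. Polr2e (6775335), a subunit of RNA polymerases, was at 8.85 ± 0.08 (SD, n = 3) in vehicle treated mice and 9.63 ± 0.03 (SD, n = 3) after SL327, a rise of 0.77 (SE 0.10, adjusted p = 0.0026). Tmem128 (7008235), a membrane protein gene, and Arid2 (6838247), a subunit of a chromatin remodelling complex, rose by 1.51 and 1.42 (adjusted p = 0.009 for each). Tenm2 (6787300), a synaptic adhesion protein, fell by 1.07 (SE 0.17), and Rtn4r (6839796), the receptor of Nogo, by 0.42 (SE 0.07, adjusted p = 0.0087). The other probe set of Tenm2, 6787293, did not change (0.02, adjusted p = 0.9). With kainic acid and SL327 together, Rtn4r was also lower than in vehicle treated mice (-0.47, adjusted p = 0.0053). In all, 467 probe sets were higher and 71 lower after SL327 alone, and 58 were higher and 16 lower after SL327 with kainic acid, against vehicle (limma). For SL327 with kainic acid the excess of rises turned to 62 higher and 88 lower with untreated mice as the control, and it was 132 and 110 with both controls pooled. For SL327 alone the counts were 305 higher and 136 lower with untreated mice as the control and 554 and 184 with both pooled. Between SL327 with kainic acid and SL327 alone limma called 0 higher and 0 lower, with 897 probe sets at an unadjusted p under 0.05. Choroid plexus markers had medians of 0.32, 1.38 and 1.71 in the 3 SL327 arrays, relative to the vehicle mean, and 0 of the 5 genes passed. The PC1 score was 5.18 ± 0.344 (SD, n = 3) for SL327 alone (exact permutation p = 0.1 against vehicle) and -0.541 ± 3.67 (SD, n = 3) for SL327 with kainic acid (exact p = 0.2). Of the latter, replicate 2 had a PC1 score of 3.69 and replicates 1 and 3 had -2.66 each. The PC2 scores of both groups, 4.86 ± 1.85 and 4.87 ± 0.517, differed from vehicle with an exact p of 0.1 and from each other with an exact p of 1. The counts for SL327 alone became 344 higher and 116 lower after centring and 281 and 142 after quantile normalization, and the 467 became 135, 293 or 103 without vehicle replicate 1, 2 or 3 and 202, 243 or 87 without SL327 replicate 1, 2 or 3. The 58 became 11, 17 or 9 without vehicle replicate 1, 2 or 3, 11, 114 or 16 without replicate 1, 2 or 3 of SL327 with kainic acid and 89 without untreated replicate 2, and the comparison with SL327 alone gave 32 higher and 15 lower without replicate 2 of SL327 with kainic acid.

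**Figure D1:**
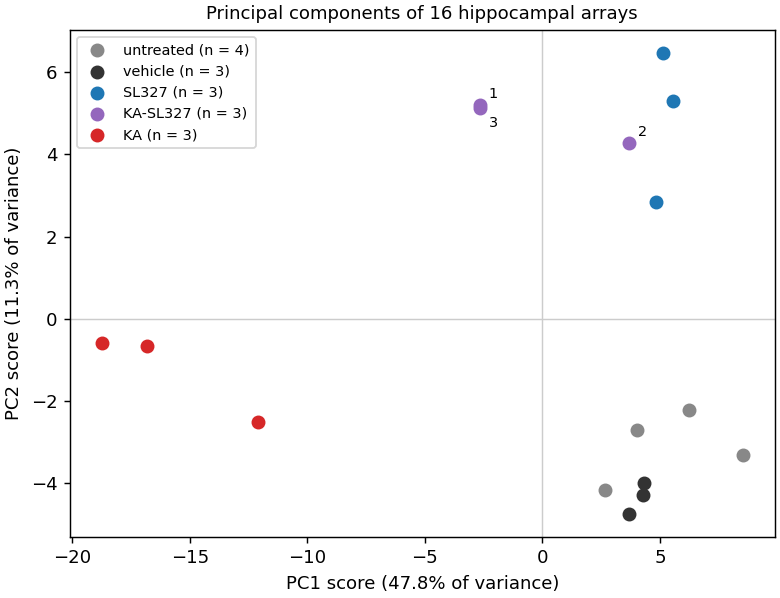
Scores of the 16 arrays on PC1 (horizontal axis, 47.8% of the variance) and PC2 (vertical axis, 11.3%), without units. Each point is a mouse, coloured by treatment. The 3 kainic acid arrays lie at a mean PC1 score of -15.9, and both groups given SL327 lie at a mean PC2 score near 4.86.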

When using unsupervised clustering on the correlation of transcriptomes (Fig. 3c), we found that again controls and vehicle treatment form one cluster, kainic acid treatment forms a second cluster, and inhibitor treatment forms a distinct cluster. 

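The 3 mice given SL327 with kainic acid differed in how far their activity-regulated genes stood above vehicle. The median over 18 immediate early transcription factors, relative to the vehicle mean, was 0.57 in replicate 1, 0.21 in replicate 2 and 0.65 in replicate 3, against 1.07 to 1.61 in the kainic acid arrays and 0.11 to 0.17 in the SL327 arrays. For 24 synaptic and secreted effectors, among them Arc and Homer1, the medians were 0.30, 0.03 and 0.23 in the same 3 mice and 1.12 to 1.53 after kainic acid. Hierarchical clustering on 1 minus Pearson's correlation over the 1000 most variable probe sets, with complete linkage and 3 clusters, placed the 3 kainic acid arrays in a cluster of their own. Replicates 1 and 3 of SL327 with kainic acid formed another cluster. The untreated, vehicle and SL327 arrays and replicate 2 of SL327 with kainic acid formed the remaining one. Against a grouping into controls with vehicle, kainic acid, and both inhibitor treatments, 4 arrays were placed elsewhere, 6 with average linkage and 5 with Spearman's correlation.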

Taken together, these analyses confirm that expression profiles of parallel treated animals were mostly similar, and that the data clearly separates effects of kainic acid treatment and pathway inhibition.

To identify genes robustly induced after seizure we discarded genes with very low expression levels and used a stringent cut-off for differential expression (FDR < 0.05). 

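Kainic acid raised nearly all measured genes of the early response to neuronal activity. Measured genes are those that passed the filter on intensity, which the 3 kainic acid arrays alone can meet. Inhba, Spry2, Dusp4 and the transcription factor Nfil3 passed through these arrays alone. The transcription factors Fos, Fosb, Junb, Egr2 and Csrnp1 needed at least 1 of these arrays to pass. The filter therefore favours rises among the measured genes. The lists hold 30 immediate early transcription factors, 28 effectors, 16 SRF and actin genes, 22 cholesterol genes, 14 chaperones, 17 feedback inhibitors and 14 MEK output genes. Of 18 measured immediate early transcription factors 17 were higher and 0 lower than in vehicle treated mice (17 when adjusted over the list alone), with a median change of 1.29. Egr3 (6820055), a zinc finger transcription factor, was at 8.36 ± 0.07 (SD, n = 3) in vehicle treated mice and 10.46 ± 0.21 (SD, n = 3) after kainic acid, and the difference has an SE of 0.11 (adjusted p = 4.9e-08). All 24 measured synaptic and secreted effectors were higher (24 when adjusted over the list alone), among them Ptgs2 (6753917), the inducible cyclooxygenase, with a rise of 3.37 (SE 0.40, adjusted p = 4.5e-05). Of 11 measured SRF targets and actin genes 10 were higher and 0 lower (11 when adjusted over the list alone), with rises of 1.14 for Vcl (6817393), which encodes vinculin, and 0.98 for Srf (6855706) itself. Of 14 measured genes of cholesterol biosynthesis 8 were higher and 0 lower (11 when adjusted over the list alone), led by the sterol oxidase Msmo1 (6982921) with 1.13 (SE 0.09, adjusted p = 8.4e-07) and the demethylase Cyp51 (6935927) with 0.96. Of 9 measured heat shock chaperones 7 were higher and 0 lower (8 when adjusted over the list alone), among them Dnajb5 (6912989) with 0.97 and Bag3 (6964424) with 0.88. Of 16 measured feedback inhibitors of the ERK pathway 8 were higher and 1 lower (9 and 1 when adjusted over the list alone), with rises of 1.82 for the ERK phosphatase Dusp5 (6870461) and 1.45 for Spry2 (6827284). The other probe set of Dusp5, 6873784, rose by 0.78 (limma's adjusted p = 0.049). Of 8 measured MEK output genes 7 were higher (7 when adjusted over the list alone). Camera gave these 7 lists adjusted p values of 1.59e-26, 5.12e-34, 1.42e-12, 1.6e-11, 3.14e-08, 4.81e-08 and 1.07e-08 in the order named, and with an estimated correlation all 7 passed, the highest adjusted p being 0.0479 for cholesterol biosynthesis. Of 10 splits of these mice, 3 gave at least the real count of 12 lists past camera at the preset correlation (highest other 12). That count does not separate kainic acid from other splits. Spry2, Spry4, Dusp4 and Dusp6 are on the lists of both feedback inhibitors and MEK output genes. The glucose transporter gene Slc2a1 (6916748) rose by 1.04 (adjusted p = 2.7e-07).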

Following this definition, we identified 980 genes induced by neuronal activity (Fig. 4a). To identify which activity-induced genes are regulated by MEK/ERK signalling, we classified these genes as “inhibitor sensitive” if the presence of the MEK inhibitor significantly attenuated the induction. We called those genes that showed an induction in the presence of the inhibitor “seizure induced with inhibitor” and defined genes that were induced by the inhibitor alone. 

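Among the probe sets induced by kainic acid, some met neither the test for inhibitor sensitivity nor the test for induction with inhibitor. Junb (6983894), an AP-1 transcription factor, is one of them, at 6.67 ± 0.04 in vehicle treated mice, 7.91 ± 0.41 after kainic acid and 7.47 ± 0.61 after SL327 with kainic acid (SD, n = 3 each). It rose by 1.24 (SE 0.25, adjusted p = 0.0034) with kainic acid, and it stood 0.80 above vehicle with both treatments (adjusted p = 0.066 within the differential probe sets) and changed by -0.44 against kainic acid alone (adjusted p = 0.23 from limma). In all, 105 of the 631 induced probe sets (16.6%, 97 genes) met neither test. Their median change was 0.248 with kainic acid and 0.159 with SL327 and kainic acid, against 0.415 and 0.0484 for the 453 probe sets that were lower with the inhibitor and not induced in its presence. Inhibitor sensitivity was an unadjusted p under 0.05 from limma for a lower value in SL327 with kainic acid than in kainic acid alone. Induction with inhibitor, and induction by SL327 alone, were a rise against vehicle at a p adjusted within the probe sets that kainic acid changed in either direction. The count of 105 became 59, 52 or 69 without vehicle replicate 1, 2 or 3, 66, 45 or 63 without kainic acid replicate 1, 2 or 3, and 209 with p adjusted over all probe sets. Junb counted as induced with inhibitor without kainic acid replicate 2 or without replicate 2 of SL327 with kainic acid, and as inhibitor sensitive without kainic acid replicate 1 or without replicate 3 of SL327 with kainic acid.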

Intersecting these groups (Fig. 4a left) showed that out of 980 induced genes 190 could not be classified as they were neither significantly induced in the presence of the inhibitor nor significantly affected by the inhibitor. Inspection of these genes revealed a moderate induction of expression and statistical testing between groups was not of sufficient power. We therefore focus on the 131 significantly induced genes with an induction of at least 0.9 log fold change, of which most could be classified according to our criteria (Fig. 4a right).

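Npas4, Ptgs2 and Fosb had the largest rises with kainic acid. Ptgs2 was at 7.12 ± 0.22 in vehicle treated mice and 10.50 ± 0.37 after kainic acid (SD, n = 3 each), and Fosb (6965774), an AP-1 transcription factor, rose by 3.35 (SE 0.42, adjusted p = 7.4e-05) to 10.45 ± 0.81. In total 98 probe sets of 93 genes rose by at least 0.9, with a median change of 1.26. Of them 5 probe sets met neither test. These are Junb, Cpeb3 (6872908), a regulator of translation, with a rise of 1.99, Psma3 (6952469), a proteasome subunit, with 1.16, Sap18 (6819418), a part of a histone deacetylase complex, with 1.10, and a probe set that several genes share. Cpeb3, Psma3 and Sap18 were named after their values were seen. The count of 5 became 1 without kainic acid replicate 1, 0 without kainic acid replicate 2 and 2 without replicate 2 of SL327 with kainic acid, while the count of 98 stayed between 84 and 108 with any of the 16 arrays left out.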

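SL327 attenuated the response of most activity-regulated genes to kainic acid. Egr3 was at 8.75 ± 0.27 (SD, n = 3) after SL327 with kainic acid, a difference of -1.71 (SE 0.11, adjusted p = 3.5e-07) from kainic acid alone, and its response to kainic acid differed by -1.97 between mice with and without the inhibitor (adjusted p = 1.4e-05 for the interaction). Spry2 and Dusp5, feedback inhibitors of the ERK pathway, differed by -1.54 (SE 0.08, adjusted p = 3.9e-08) and -1.62 (adjusted p = 3.5e-05). The other probe set of Dusp5, 6873784, did not pass (-0.7, limma's adjusted p = 0.077). In SL327 with kainic acid against kainic acid alone, 22 of 24 synaptic and secreted effectors were lower and 0 higher (23 lower when adjusted over the list alone), as were 9 of 16 ERK feedback inhibitors (10) and 7 of 8 MEK output genes (7). Also lower were 8 of 14 genes of cholesterol biosynthesis (10 when adjusted over the list alone), 6 of 11 SRF targets and actin genes (9) and 6 of 9 heat shock chaperones (6), with 0 higher. Camera's adjusted p for these 6 lists was 2.23e-32, 5.65e-12, 1.7e-10, 2.16e-11, 2.03e-10 and 4.85e-08, and all passed with an estimated correlation, at most at 0.0479. Of 18 immediate early transcription factors 14 were lower (17 when adjusted over the list alone; camera adjusted p = 1e-21), and this list's call was lost with an estimated correlation (adjusted p = 0.05, not under the threshold). Msmo1 fell to 7.67 ± 0.16 (SD, n = 3), a difference of -1.28 from kainic acid alone, and Vcl and Bag3 differed by -1.17 and -0.77 (adjusted p = 1e-06 and 2.5e-06). Of the 98 probe sets with a rise of at least 0.9, 87 (84 genes, 88.8%) were inhibitor sensitive, as were 493 of all 631 (78.1%). The median of the kainic acid response left with the inhibitor was 22% (SD 13 between 3 mice), and it was 29.1%, 7.96% and 31.7% in replicates 1, 2 and 3. For simulated groups without any response it lay between -3.17% and 3.69%. That range is for group values, and single mice without kainic acid spread wider. Taken the same way, untreated mice lay between 1.65% and 8.51% and mice given SL327 alone between 2.94% and 7.92%. The value of replicate 2 lies within the range of the untreated mice. Over all probe sets 499 were lower and 1114 higher with the inhibitor, 596 and 757 after centring, and 621 and 748 after quantile normalization. The 1114 became 482 or 591 without kainic acid replicate 2 or 3 and 592 without replicate 3 of SL327 with kainic acid.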

120 of the top 131 activity-regulated genes were classified as inhibitor sensitive. Out of these, the majority (97 probe sets corresponding to 89 genes) were not significantly induced in the presence of a MEK inhibitor, therefore we termed these fully MEK signalling dependent genes (Fig. 4a,b). 

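Genes whose rise with kainic acid was no longer detected with the inhibitor include a protease of neuropeptide precursors and a trophic factor. Pcsk1 (6808279), the prohormone convertase, was at 8.36 ± 0.33 in vehicle treated mice, 10.21 ± 0.43 after kainic acid and 8.24 ± 0.37 after SL327 with kainic acid (SD, n = 3 each). Its rise of 1.85 (SE 0.23, adjusted p = 7.2e-05) with kainic acid compares with -0.12 (SE 0.23, adjusted p = 0.88) in the presence of SL327, and the difference between these responses was -2.01 (adjusted p = 0.0021, limma). Bdnf (6879925), the brain-derived neurotrophic factor, rose by 1.21 with kainic acid and stood 0.24 above vehicle with both treatments. Bdnf was named after its values were seen. Nptx2 rose by 2.38 (SE 0.14, adjusted p = 8.5e-08) to 9.82 ± 0.31 with kainic acid and was at 7.66 ± 0.23 with both. Of the 98 probe sets, 66 (63 genes) were inhibitor sensitive and not induced with inhibitor, with a median change of 1.22 with kainic acid and 0.167 with both treatments. Fos (6796691) is in this class although it stood 1.60 above vehicle with both treatments, at 8.54 ± 1.02 (SD, n = 3), since the p within the differential probe sets was 0.054. Fos counted as induced with inhibitor without kainic acid replicate 1, 2 or 3 and without replicate 2 of SL327 with kainic acid. Without that replicate 2 the class held 51 probe sets, all of them among the 66. From the absence of a significant induction in the presence of the inhibitor, the paper terms such genes fully dependent on MEK signalling.

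**Figure D2:**
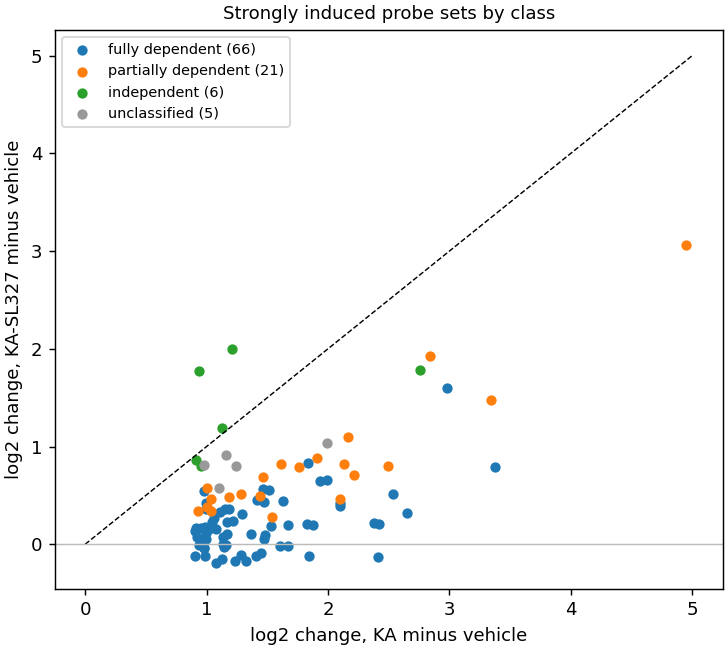
Log2 change after kainic acid against vehicle (horizontal axis) and after SL327 with kainic acid against vehicle (vertical axis) of the 98 probe sets that rose by at least 0.9. Each point is a probe set, coloured by class. The 66 fully dependent probe sets have a median of 0.167 on the vertical axis.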

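Arc (6836691), whose product acts at the cytoskeleton of activated synapses, was at 9.93 ± 0.05 in vehicle treated mice, 12.35 ± 0.06 after kainic acid, 10.14 ± 0.59 after SL327 with kainic acid and 9.29 ± 0.18 after SL327 alone (SD, n = 3 each). This is a rise of 2.42 (SE 0.28, adjusted p = 3.6e-05) with kainic acid, or 5.34-fold. On the log2 scale 8.62% of this rise was left with the inhibitor. Arc stood 0.21 above vehicle with both treatments, and 0.55 without replicate 2 of that group, 0.01 without replicate 1 and 0.06 without replicate 3. Homer1 (6808997), which encodes proteins of the postsynaptic density, was at 8.85 ± 0.03, 10.46 ± 0.02, 8.84 ± 0.06 and 8.75 ± 0.11 in the same groups (SD, n = 3 each), a 3.05-fold rise with kainic acid of 1.61 on the log2 scale (SE 0.07, adjusted p = 1.2e-08). SL327 with kainic acid differed from kainic acid alone by -2.21 (SE 0.28, adjusted p = 0.00012) for Arc and -1.63 (SE 0.07, adjusted p = 1e-08) for Homer1 (limma). The responses to kainic acid with and without the inhibitor differed by -1.56 for Arc (adjusted p = 0.032) and -1.52 for Homer1 (adjusted p = 2.9e-06). The annotation names 634 probe sets of lncRNA genes in the table, and 8 of them are among the 453 induced probe sets classified as fully dependent, 2 with a rise of at least 0.9. These 2 are B230216N24Rik (6760925), which rose by 1.23 with kainic acid and stood at -0.17 from vehicle with both treatments, and Lncpint. B230216N24Rik was named after its values were seen. Of 7 measured genes on a list of known lncRNAs, 2 were higher and 0 lower with kainic acid (3 when adjusted over the list alone; camera adjusted p = 0.00745, and 0.0875 with an estimated correlation). Rian (6797992), an imprinted lncRNA, differed between SL327 with kainic acid and kainic acid alone by -0.51 (SE 0.08, adjusted p = 0.0011).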

The identified transcripts comprise a large number of previously described activity-regulated genes, such as Arg3.1/Arc or Homer1, but also poorly characterized genes, non-coding RNAs and long non-coding RNAs (lncRNAs). Expression of 23 genes was induced after seizures and their induction was only partially reduced in the presence of the MEK inhibitor (Fig. 4d). These activity-regulated genes were classified as “partially MEK signalling dependent” and comprise several previously described activity-regulated genes, such as Npas4, Rgs2, Arl4d and Errfi1. 

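Npas4 (6871062), a transcription factor specific to neuronal activity, was at 7.73 ± 0.36 in vehicle treated mice, 12.68 ± 0.57 after kainic acid and 10.80 ± 2.32 after SL327 with kainic acid (SD, n = 3 each). Its rise was 4.95 (SE 0.76, adjusted p = 0.00048) with kainic acid and 3.07 with both treatments (adjusted p = 0.032 within the differential probe sets), so 62% of it was left. The 3 mice given both treatments had Npas4 values of 11.99, 8.13 and 12.27, and those given SL327 alone 8.21, 7.96 and 8.41. Rgs2 (6762784), a regulator of G-protein signalling, rose by 1.91 (SE 0.23, adjusted p = 4.6e-05) to 10.24 ± 0.26 and was at 9.22 ± 0.67 with both treatments, 0.88 above vehicle (adjusted p = 0.034 within the differential probe sets). Errfi1 (6918892), a feedback inhibitor of the EGF receptor, rose by 2.13 (SE 0.14, adjusted p = 2.8e-07) to 10.67 ± 0.13 and was at 9.36 ± 0.41 with both treatments, 0.82 above vehicle (adjusted p = 0.0058). Against kainic acid alone, Npas4 differed by -1.88 (adjusted p = 0.099 from limma over all probe sets), Rgs2 by -1.02 (0.0071) and Errfi1 by -1.31 (3.6e-05). In this class of genes, inhibitor sensitive and induced with inhibitor, were 21 of the 98 probe sets (21 genes), with a median change of 1.61 with kainic acid and 0.685 with both treatments. The count of 21 became 8 or 11 without vehicle replicate 1 or 3, 33 without kainic acid replicate 1, 6, 33 or 7 without replicate 1, 2 or 3 of SL327 with kainic acid, and 8 with p adjusted over all probe sets. It became 0 with induction with inhibitor taken against SL327 alone. Npas4 and Rgs2 no longer passed as induced with inhibitor without vehicle replicate 1 or 3 or replicate 1 or 3 of SL327 with kainic acid, and Rgs2 also not without vehicle replicate 2, while Npas4 was not inhibitor sensitive without kainic acid replicate 2 or 3 or replicate 2 of SL327 with kainic acid.

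**Figure D3:**
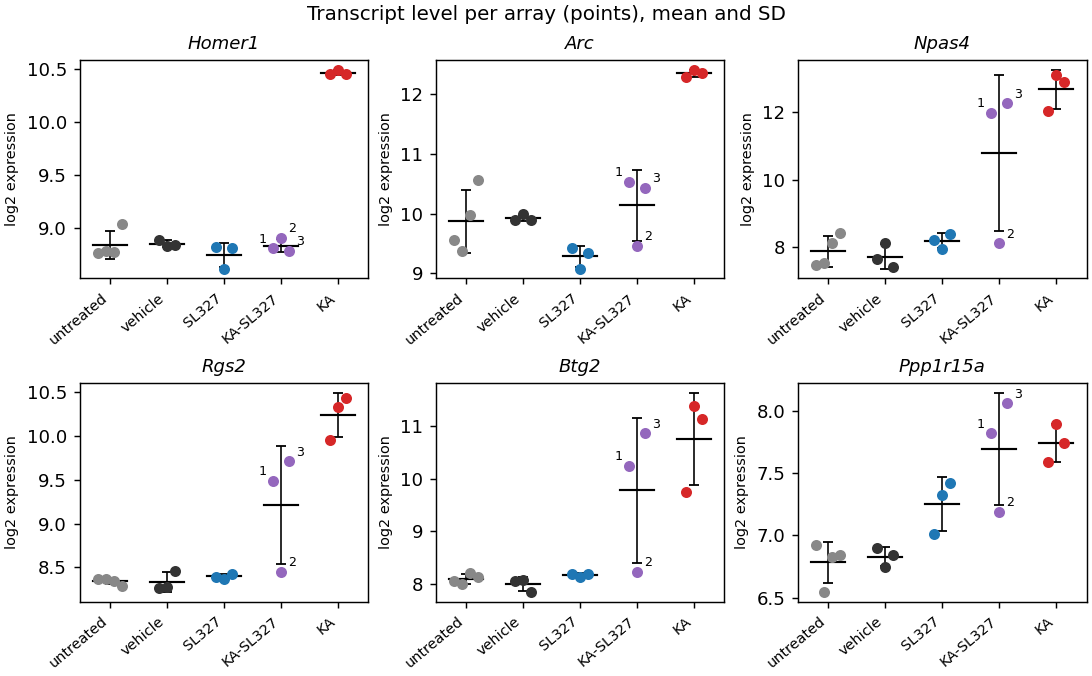
Log2 intensity of Homer1, Arc, Npas4, Rgs2, Btg2 and Ppp1r15a in each array by treatment. Points are mice, and lines show the group mean and SD. Npas4 lies at 8.13 in replicate 2 of SL327 with kainic acid and at 11.99 and 12.27 in the other 2.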

A small group of seven genes was induced after seizures and this induction was not hampered in the presence of the MEK inhibitor (Fig. 4a,e). These activity-regulated genes were classified as “MEK signalling independent”. 

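Ppp1r15a (6966991), a phosphatase regulator of the stress response, was at 6.83 ± 0.08 in vehicle treated mice, 7.74 ± 0.15 after kainic acid, 7.69 ± 0.45 after SL327 with kainic acid and 7.25 ± 0.22 after SL327 alone (SD, n = 3 each). It rose by 0.91 (SE 0.18, adjusted p = 0.0025) with kainic acid and by 0.87 with both treatments (adjusted p = 0.013 within the differential probe sets), so 94.9% was left against vehicle. The difference of -0.05 from kainic acid alone did not pass (adjusted p = 0.88, limma). SL327 alone stood 0.42 above vehicle, so this share is not the response to kainic acid under the inhibitor. Against SL327 alone, Ppp1r15a stood 0.69 higher without replicate 2 of SL327 with kainic acid, and replicate 2 stood at -0.06. Cry2 (6888835), a repressor of the circadian clock, stood 1.21 above vehicle with kainic acid and 2.00 with both treatments, at 8.03 ± 0.22 and 8.82 ± 1.16 (SD, n = 3 each). Its replicates with both treatments were at 9.04, 7.56 and 9.85. The call of Cry2 with kainic acid (adjusted p = 0.048) was lost without untreated replicate 1, 3 or 4, any vehicle, kainic acid or SL327 replicate, or replicate 1 of SL327 with kainic acid, with adjusted p values from 0.056 to 0.17. Coq10b (6749561), a gene of coenzyme Q function, rose by 1.13 with kainic acid and 1.19 with both treatments, and Commd1 (6779357), a regulator of copper transport, by 0.93 and 1.78. Coq10b and Commd1 were named after their values were seen. Cenpa (6929635), a centromere histone, rose by 0.96 and 0.81, while its other probe set 6929632 rose by 1.93 with kainic acid, did not pass with both treatments (0.65, adjusted p = 0.22) and was classified as fully dependent. With Btg2 these are the 6 probe sets (6 genes, 6.12% of 98) that were induced with inhibitor and not inhibitor sensitive, with a median change of 1.04 with kainic acid and 1.48 with both treatments. The count of 6 became 3 without untreated replicate 1, 3 or 4, 3, 1 or 2 without vehicle replicate 1, 2 or 3, 1, 12 or 3 without replicate 1, 2 or 3 of SL327 with kainic acid, 3 without SL327 replicate 2 or 3, and 0 with SL327 alone as the control of SL327 with kainic acid. Ppp1r15a fell below a rise of 0.9 without vehicle replicate 2 or kainic acid replicate 2, and it met neither test without replicate 1 of SL327 with kainic acid.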

Within this group of genes a particular induction pattern was observed, e. g. for the lncRNA Neat1. Seizures induce transcript levels of these genes in absence and presence of MEK inhibition and MEK inhibitor treatment alone also resulted in upregulation. Such regulation of expression is expected for genes that are regulated by parallel pathways. MEK/ERK signalling is known to contain strong negative feedbacks. If the MEK/ERK pathway is inhibited, these feedbacks are relieved and can cross-activate parallel pathways^29^, and these in turn can induce genes (Fig. 4c). 

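Sik1 (6854844), a kinase that restrains CREB coactivators, rose with kainic acid, with SL327 alone and with both treatments. It was at 8.11 ± 0.09 in vehicle treated mice and 8.76 ± 0.17 after SL327 alone (SD, n = 3 each), a rise of 0.64 (SE 0.10, adjusted p = 0.007), against 1.76 with kainic acid and 0.79 with both (adjusted p = 5.6e-08 and 0.0017, limma). Dusp1 (6854487), a MAP kinase phosphatase, rose by 2.84 (SE 0.29, adjusted p = 1e-05) with kainic acid, 1.92 with both treatments and 1.22 with SL327 alone (adjusted p = 0.0067 and 0.023). Cdkn1a (6849595), an inhibitor of the cell cycle, rose by 1.00, 0.57 and 0.51 in the same order (adjusted p = 1.5e-05, 0.025 and 0.016), and Per1 (6781984), a circadian clock gene, by 1.61, 0.82 and 0.43 (5.2e-07, 0.0055 and 0.047). Neat1 (6871154) stood at 0.00 from vehicle with SL327 alone (adjusted p = 1), and Col6a5 (6998510), a collagen gene, at -0.15 with kainic acid (adjusted p = 0.43) and 0.01 with SL327 alone (adjusted p = 0.96). Atf3 (6765218), a transcription factor of the stress response, did not pass the filter on intensity, and without the filter it changed by 0.97 with kainic acid, 0.36 with both and 0.17 with SL327 alone (adjusted p = 2.2e-06, 0.054 and 0.27). Of the 98 probe sets with a rise of at least 0.9, 27 were induced with inhibitor and 6 by SL327 alone, namely Sik1, Dusp1, Cdkn1a and Per1 of the partially dependent class, Commd1 of the independent class and Ccn2 of the fully dependent class. Of 16 measured ERK feedback inhibitors only Dusp1 passed with SL327 alone (1 when adjusted over the list alone), and camera ranked the list lower (adjusted p = 0.00945, median -0.11, mean 0.00406), which was lost with an estimated correlation (0.168) and without SL327 replicate 1 (0.0509). The call of Dusp1 with SL327 alone was lost without vehicle replicate 1 (0.093) or 3 (0.071) or SL327 replicate 2 (0.068) or 3 (0.1), that of Cdkn1a without the same arrays (0.057, 0.066, 0.05 and 0.06), and that of Per1 without most of the 16 arrays (up to 0.16), while Sik1 passed without any of them. The count of 6 became 3 without kainic acid replicate 3 or SL327 replicate 2 or 3, and the 27 became 11, 17 or 13 without vehicle replicate 1, 2 or 3 and 7, 45 or 10 without replicate 1, 2 or 3 of SL327 with kainic acid.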

Two genes in the MEK-independent set (Neat1, Col6a5) and four of the partially MEK dependent genes (Dusp1, Atf3, Cdkn1a and Sik1) showed this regulation albeit with variable strength (Fig. 4a,d,e).

### *In-situ* hybridization validates classes of MEK/ERK dependent and independent genes

To validate our data, we analysed changes in gene expression by *in situ* hybridizations of brain sections of mice treated with vehicle, SL327, kainic acid, or SL327 combined with kainic acid. Each gene was analysed on sections of three different animals sacrificed 1 h after seizure onset or of time matched controls. The *in situ* hybridization analyses are, except for Btg2 see below, in good accordance with the results obtained from the microarrays and demonstrate that activation of Arc/Arg3.1, Arl5b, Gadd45b, Homer1, Inhba, and lincPint transcription in the hippocampus is hampered by MEK inhibition, whereas induction of Arl4d, Npas4, Rgs2, Errfi1 and Btg2 is only partially reduced by the inhibitor, and induction of Ppp1r15a is not effected by MEK inhibition (Fig. 5). *In situ* hybridizations revealed also the spatial induction pattern of these genes. For Arc/Arg3.1 and Gadd45b, we observed that seizures in the presence of the MEK inhibitor resulted in almost complete loss of induction with only modest signal detectable in the CA1 area and an almost complete inhibition in the dentate gyrus (Fig. 5a). The expression pattern of the partially MEK dependent genes visualized by *in situ* hybridization was identical after seizures in the presence or absence of the MEK inhibitor but expression levels were reduced throughout the hippocampus when the MEK inhibitor was applied (Fig. 5b). For Btg2 a strong interanimal variation in the microarray analysis was observed for animals treated with MEK inhibitor and kainic acid (Fig. 5c) and it was classified as MEK independent. 

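Btg2 (6762345), an antiproliferative gene induced by activity, was at 8.00 ± 0.13 in vehicle treated mice, 10.75 ± 0.88 after kainic acid, 9.78 ± 1.38 after SL327 with kainic acid and 8.17 ± 0.04 after SL327 alone (SD, n = 3 each). The 3 mice given both treatments were at 10.25, 8.23 and 10.87, and the 3 kainic acid treated mice at 9.75, 11.38 and 11.13. Btg2 rose by 2.75 (SE 0.50, adjusted p = 0.0019) with kainic acid and by 1.79 with both treatments (adjusted p = 0.05 within the differential probe sets, just under the threshold), and the difference between the treatments was -0.97 (adjusted p = 0.19, limma). It was partially dependent without kainic acid replicate 1, fully dependent without replicate 3 of SL327 with kainic acid, and independent without kainic acid replicate 2 or 3 or without replicate 2 of SL327 with kainic acid. Without any other array Btg2 met neither test, with adjusted p values for induction with inhibitor from 0.055 to 0.18.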

Whereas the *in situ* hybridization analysis rather suggests that Btg2 is partially MEK dependent.

To further test the reliability of the microarray analysis we investigated the expression of Zwint. Its induction has a log fold change below 0.9. Therefore, it was excluded due to our criteria. Otherwise it would have been classified as a MEK dependent activity-regulated gene (Fig. 4a). 

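Zwint (6768783), which encodes a kinetochore protein, was at 7.82 ± 0.02 in vehicle treated mice, 8.54 ± 0.07 after kainic acid, 8.07 ± 0.09 after SL327 with kainic acid and 8.01 ± 0.09 after SL327 alone (SD, n = 3 each). It rose by 0.72 (SE 0.07, adjusted p = 5.1e-06) with kainic acid and differed by -0.47 (SE 0.07, adjusted p = 0.00042) between SL327 with kainic acid and kainic acid alone (limma). With both treatments Zwint stood 0.25 above vehicle (adjusted p = 0.041 within the differential probe sets), and with SL327 alone 0.19 (adjusted p = 0.11). By these tests Zwint was partially dependent, and it was fully dependent without any of the 3 vehicle replicates, replicate 1 or 3 of SL327 with kainic acid or SL327 replicate 3.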

*In situ* hybridizations corroborated the microarray results and Zwint expression was hardly detectable under control conditions, not induced by the inhibitor, but induced by seizures. The inhibitor prevented the induction although transcript levels were slightly higher than in controls (Fig. 5a). In conclusion, *in situ* hybridization analysis of 13 genes confirms the induction patterns observed in our microarray analysis.

### LincPint, a novel activity dependent long non-coding transcript

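Lncpint (probe set 6952470) is the name of lincPint in the annotation used, and its RNA rose with kainic acid by 1.14 (SE 0.16, adjusted p = 0.00026), or 2.2-fold. It was at 9.04 ± 0.16 in vehicle treated mice, 10.18 ± 0.19 after kainic acid, 9.12 ± 0.40 after SL327 with kainic acid and 8.72 ± 0.14 after SL327 alone (SD, n = 3 each). Lncpint differed by -1.06 (SE 0.16, adjusted p = 0.00062) between SL327 with kainic acid and kainic acid alone, and by 0.08 (adjusted p = 0.9) between SL327 with kainic acid and vehicle (limma). Without replicate 2 of SL327 with kainic acid Lncpint stood 0.31 above vehicle (adjusted p = 0.12 within the differential probe sets) and 0.63 above SL327 alone (adjusted p = 0.037), and without replicate 1 or 3 it stood at -0.05 or -0.03 from vehicle. SL327 alone changed it by -0.32 (adjusted p = 0.26), and the difference between the responses to kainic acid with and without the inhibitor, -0.74, did not pass (adjusted p = 0.074).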

We identified lincPint, a long intergenic non-coding RNA (lincRNA) as activity-regulated MEK dependent transcript, which has so far not been described as regulated by neuronal activity (Figs 4 and 5). To compare the expression of lincPint with known activity-regulated genes, we investigated its expression at different time points after seizure onset. Hippocampi of mice sacrificed 1, 4, or 8 hours after seizure onset were subjected to microarray analysis. In addition, animals were sacrificed at 1, 2, 4, 8, or 24 hours after seizure onset and brain sections were analysed by *in situ* hybridizations. LincPint is expressed on a low level in most regions of the brain and induced by seizures in the hippocampus with maximal induction after 1 hour (Fig. 6). LincPint transcripts are evenly induced in the hippocampus and downregulated to basal levels already 4 h after seizure onset. The induction kinetic was similar to the induction of Arl5b and Npas4. Other activity-regulated genes, such as Arc/Arg3.1, Inhba, and Rgs2 are induced for a longer time period. Inhba presents a complex hippocampal expression pattern that changes between the dentate gyrus and the CA1 area over time. The expression pattern of Rgs2 changes as well after induction. Expression is strongly induced 1 h after seizures in the dentate gyrus and in CA1, reduced already 2 h after seizures, evenly distributed in the hippocampus after 4 h, after 8 h strongly expressed in CA3, and reduced to baseline level after 24 h. We analysed as well the induction kinetic of the MEK independent gene Ppp1r15a and observed an induction in the hippocampus 1 and 2 hours after seizure onset followed by a rapid reduction of expression (Fig. 6).

### Alternatively spliced variants of the lncRNA Neat1 are differentially regulated by MAPK/ERK

We identified the lnc RNA Neat1 (nuclear enriched abundant transcript 1), also named MEN, as an activity-regulated transcript (Fig. 7). 

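Neat1 RNA, an lncRNA of nuclear paraspeckles, was at 8.32 ± 0.05 in vehicle treated mice, 9.12 ± 0.06 after kainic acid, 8.38 ± 0.14 after SL327 with kainic acid and 8.32 ± 0.07 after SL327 alone (SD, n = 3 each). It rose by 0.80 (SE 0.08, adjusted p = 7.7e-06) with kainic acid and stood 0.07 above vehicle with both treatments (adjusted p = 0.78). The difference between SL327 with kainic acid and kainic acid alone was -0.73 (SE 0.08, adjusted p = 2.8e-05), and that between the responses to kainic acid with and without the inhibitor was -0.73 (adjusted p = 0.0012, limma). By these tests Neat1 was inhibitor sensitive and not induced with inhibitor, with a rise under 0.9. The annotation does not tell which splice variant the probe set measures.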

Neat1 is expressed as two splice variants differing in length. One, named Neat1_1 or MEN-β, has been previously described as an abundant 3.2 kb transcript and the other, named Neat1_2 or MEN-ε, as a less abundant 20 kb transcript^30^,^31^. Our microarray analysis suggested a very low expression level of Neat1_2 and in contrast a moderate and 3–4 times higher expression level of Neat1_1 in the murine hippocampus. In agreement, the short isoform was detected by radioactive *in situ* hybridization in the brain after 7 days of exposure, but the long isoform was undetectable at this exposure-time and became detectable after 30 days exposure. We observed an activity-dependent induction of both variants (Fig. 7b). Predominant induction in the dentate gyrus of the short variant, Neat1_1, lasted for 1 to 4 hours after seizure onset and was MEK dependent (Fig. 7b,c). In contrast, induction of the long variant, Neat1_2, lasted longer and was MEK independent (Fig. 7b,c). The spatial distribution of the Neat1_2 transcripts after induction was dynamic. Neat1_2 expression was restricted to the dentate gyrus 1 to 4 h after seizure. 8 and 24 h after seizure transcripts were more dispersed over the hippocampus (Fig. 7c). The expression of Neat1_2 after vehicle treatment was not detectable (Fig. 7b). Increased Neat1_2 expression after MEK inhibition, after seizures, and after combination of MEK inhibition and seizures was detected by microarray analysis. *In situ* hybridizations revealed a distinct and differential spatial induction in the fimbria of the hippocampus and paraventricular areas and only minor induction in the hippocampus after inhibitor application only. This expression pattern resembled the expression of Neat1_1 under control conditions (Fig. 7b). Seizures alone or in combination with the MEK inhibitor resulted in a distinct induction of Neat1_2 in the dentate gyrus. The observed activity-regulated expression of Neat1 variants and their differential regulation by the ERK signalling pathway links this pathway to the regulation of activity-dependent alternative splicing.

## Discussion

Sustained ERK activation plays a key role in synaptic plasticity in the mammalian hippocampus^6^,^9^,^10^. Synaptic stimulation leads to activation of MEK and results in ERK phosphorylation. ERK translocates from synaptic sites to the nucleus by interacting with protein messengers, such as Jacob, enters the nucleus and alters the transcriptional program of neurons^6^,^9^,^32^. So far, the identity of the specific genetic program targeted by ERK in the hippocampus has not been revealed.

The goal of the present study was to identify ERK dependent and independent activity regulated transcriptional signatures in the hippocampus *in vivo*. One strategy to induce activity regulated gene expression employs the generation of seizures to provoke robust, strong and synchronized induction of neuronal activity in the hippocampus of rodents. In fact, most of the transcripts that are known to be modulated after learning were initially identified using seizure protocols (reviewed in refs 33,34). We demonstrate ERK phosphorylation and its inhibition in the hippocampus after seizures. Phosphorylated ERK is predominantly found in granule cells in the dentate gyrus. In other parts of the hippocampus phosphorylated ERK was detected only in dendritic and axonal layers. The distinct pattern of ERK phosphorylation in the hippocampus in response to increased global neuronal activity provoked by seizures is in agreement with previous studies employing kainic acid or electroconvulsive seizures or long term potentiation (LTP)^24^,^27^,^35^. We used seizures combined with the pharmacological intervention of MEK activation as an *in vivo* model to determine genome wide the transcriptional program initiated by the MAPK/ERK signalling pathway after neuronal activity in the murine hippocampus. We blocked the MAPK/ERK signaling pathway by systemic administration of the potent MEK inhibitor SL327, a structural analog of the MEK inhibitor U0126. SL327 crosses the blood-brain barrier and has been favored for systemic administration^6^,^36^. SL327 has been characterized as a highly selective MEK inhibitor with no effect on a variety of other kinases, including PKA, PKC, or CamKII^15^,^28^. Our survey demonstrates that the induction of a large number of activity-regulated genes in the hippocampus is indeed dependent on ERK phosphorylation. This supports the concept that MAPK/ERK signalling is essential in activity dependent gene induction. Among the identified genes are well characterized immediate early genes crucially involved in plasticity related events, such as Arc/Arg3.1 and Homer1. Expression of both genes has been previously shown to depend on ERK activity^24^,^25^,^26^,^37^. However, the survey demonstrates that ERK activation is not sufficient for the induction of all activity regulated genes, because we identified a small number of partially MEK dependent genes. The neuronal MAPK/ERK signalling pathway targets different transcription factors which are in addition modulated by other signalling pathways acting in parallel. Taken this into account, activity regulated expression of partially MEK dependent genes might be conveyed by other parallel acting pathways, but these could be modulated through crosstalk with the MAPK/ERK pathway. Such a crosstalk might lead to the partial reduction of activity dependent expression when the MAPK/ERK pathway is inhibited. In addition, genes regulated by parallel pathways might be affected by MEK inhibition, as shared feedback regulation within MAPK/ERK signalling can lead to the activation of parallel signalling pathways^29^ and as a consequence to the induction of genes by MEK inhibition, as was observed for Dusp1, Col6a5 and Neat1_2.

We identified a small group of MEK independent genes that seem functionally unrelated. The detection of MEK independent genes demonstrates that the pharmacological intervention of ERK phosphorylation does not have pleiotropic effects on the general transcriptional machinery. We validated the activity regulated induction of the MEK independent gene Ppp1r15a (protein phosphatase 1 regulatory subunit 15a, which is also named growth-arrest- and DNA-damage-induced transcript 34, Gadd34). Ppp1r15a and protein phosphatase 1 (PP1) form a complex that dephosphorylates eukaryotic Initiation Factor 2α (eIF2α) which is regarded as a critical step in restoring general protein synthesis and promotes cell recovery from stress^38^. In addition, PP1 plays a role in modulating synaptic plasticity^39^ and negatively regulates ERK^40^, but so far Ppp1r15a function has not been addressed in this context.

Sustained synaptic stimulation leads to activation of ERK. Phosphorylated ERK enters the nucleus and alters the transcriptional program of neurons^3^,^4^. The downstream targets of the MAPK/ERK pathway modulating gene expression are directly or indirectly activated transcription factors. ERK directly activates the serum response element- (SRE-) binding protein ELK-1 whereas the cAMP response element-binding factor, CREB, is indirectly activated by intermediary kinases^6^,^12^. 

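Of 18 CREB targets on the list 14 were measured, Inhba among them through the kainic acid arrays alone. With kainic acid 12 of the 14 were higher and 0 lower (12 higher and 1 lower when adjusted over the list alone), with a median change of 2.03. Camera gave an adjusted p of 2.29e-17, and 0.0479 with an estimated correlation. With SL327 and kainic acid 9 of them were lower and 1 higher than with kainic acid alone (11 and 1 when adjusted over the list alone; camera adjusted p = 1.92e-11, and 0.107 with an estimated correlation). Against vehicle 3 were still higher, Sik1, Per1 and Dusp1 (10 when adjusted over the list alone; camera adjusted p = 6.45e-11, and 0.115 with an estimated correlation). Nr4a3 (6913315), a nuclear receptor, rose by 2.21 (SE 0.18, adjusted p = 1.4e-06) with kainic acid and differed by -1.51 (SE 0.18, adjusted p = 8.2e-05) between SL327 with kainic acid and kainic acid alone (limma). In the 3 mice given both treatments the median over the list was 1.03, 0.27 and 0.91 above the vehicle mean, and after kainic acid alone 1.68, 2.20 and 2.08.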

Several of the genes identified in this study, such as Btg2, Inhba, or Npas4, are reported CREB targets^41^ and belong to both identified groups of MEK dependent and partially MEK dependent genes. This corroborates the notion that CREB is one MAPK/ERK target. However, CREB can be also activated through other signaling pathways and conversely MAPK/ERK targets also other transcription factors. Accordingly, certain transcription factors can be modulated by alternative kinase signalling pathways to regulate broad and complex genetic programs.

The present survey analyzed hippocampal gene induction provoked by chemically induced seizures. Our validation experiments employing *in situ* hybridization of brain sections revealed induction of some transcripts in brain areas other than the hippocampus, e.g. Arc/Arg3.1, Rgs2, and Npas4 were as well induced in the cerebral cortex, the amygdala, and the striatum although to varying degrees. In these brain areas most but not all of the activity-regulated induction appeared MEK dependent suggesting brain region-specific modulation of MAPK/ERK signaling. A number of studies demonstrated a requirement for MAPK/ERK activity in several forms of plasticity in the hippocampus, but as well in the amygdala, the striatum and the cerebral cortex^6^,^42^. However, the precise modulators of the signaling pathway and the targets for MAPK/ERK in each of the different brain regions might differ.

ERK signalling has been shown to induce changes in the geometry of the nucleus in response to neuronal activity in hippocampal neurons^43^ and to regulate epigenetic changes by modulating histones^44^,^45^. Both mechanisms may underlie chromosomal decondensation which is required for transcriptional changes. Remodelling of chromosomal DNA depends on posttranslational modifications of histones, such as phosphorylation of histone H3 by mitogen and stress-activated kinase 1 (MSK1) which is activated by MAPK/ERK signalling^44^,^45^. The role of MAPK/ERK in histone H3 phosphorylation has been extensively investigated. Moreover, there is accumulating evidence that phosphatases such as PP1 are also important determinants in this process^44^,^45^.

In addition to protein coding transcripts, we identified activity-regulated long non-coding (lnc) RNAs. Dynamic expression profiles of several lncRNA after hippocampal LTP induction have been demonstrated recently^46^. LncRNAs have been suggested as nuclear key factors that organize nuclear sub-structures, modulate chromatin state, and regulate gene expression^47^. We demonstrate MEK dependent activity-regulated expression of the lncRNA lincPint and visualize its inducible expression pattern in the brain. LincPint is ubiquitously expressed and knockout mice are reduced in size and body weight^48^. LincPint localizes to the nucleus and interacts with the Polycomb Repressive Complex 2 (PRC2). PRC2 represses gene expression by catalysing methylation of histones and modulating chromatin structure. LincPint alters PRC2 binding to specific genomic loci^49^. Expression of anti-sense oligos against lincPint in MEF cells resulted in upregulation of the activity regulated genes Arc/Arg3.1, Gadd45b, and Egr2^49^. These findings suggest lincPint as a candidate for conveying epigenetic changes initiated by MAPK/ERK. These might comprise suppression of specific gene transcription to downregulate genes following their induction together with lincPint.

In addition, we identified Neat1 as an activity dependent lncRNA and find that splice variants of Neat1 are differentially regulated by MAPK/ERK. It has been shown previously that Neat1 is ubiquitously expressed^50^ and transcripts are increased in human epileptic brain and in depolarized human neuroblastoma cells^51^. Neat1 localizes exclusively to paraspeckles and serves as an architectural component of these nuclear bodies^30^,^50^. The cell nucleus contains distinct classes of subnuclear bodies, inlcuding nucleoli, paraspeckles, splicing speckles, Cajal bodies, and PML bodies^52^. The latter have been shown to be dynamically modulated in number and size by seizures and PML bodies have been suggested to be associated with activity-dependent nuclear alterations^53^. A proposed function of paraspeckles is subnuclear sequestration of nuclear proteins, the regulation of expression of adenosine-to-inosine hyper-edited mRNAs and nuclear retention of target transcripts^54^,^55^. The knockdown of Neat1 leads to the disintegration of paraspeckles^30^,^50^. Two Neat1 splice variants have been described Neat1_1, a short 3 kb polyadenylated transcript, and Neat1_2, a long 20 kb non-polyadenylated transcript^31^. Neat1_2 constitutes paraspeckles whereas Neat1_1 cannot induce nuclear body formation by itself^31^,^50^, although expression of Neat1_1 seems to increase the number of paraspeckles^30^. In agreement with previous analysis^56^, we observed a low expression of Neat1_1 in the brain where expression of Neat1_2 was barely detectable. We demonstrate the MEK dependent induction of Neat1_1 in the dentate gyrus after seizures. Neat1_2 expression is undetectable under control conditions and can be induced already by MEK inhibition alone. The pattern of expression resembled that of the shorter form under control conditions. The induction of Neat1_2 by neuronal activity is independent of MEK and lasts longer than the induction of Neat1_1. These findings indicate that MAPK/ERK signalling suppresses expression of Neat1_2 under control conditions, but nevertheless can be induced by synaptic activity. In contrast, under control conditions the basal expression of the shorter splice variant is MAPK/ERK independent but induction following neuronal activity is strictly dependent on MAPK/ERK activation. This substantiates that MAPK/ERK signalling conveys activity dependent differential splicing of Neat1. This in turn might underlie activity dependent nuclear transformations.

## Materials and Methods

### Tissue preparation

Animal husbandry and experiments were authorized under German regulations on animal welfare in accordance with the European Communities Council Directive of 22 September 2010 (2010/63/EEC) and approved by local authorities of the city-state Hamburg (Freie und Hansestadt Hamburg, Behörde für Gesundheit und Verbraucherschutz, Fachbereich Veterinärwesen, No 65/14). 3 months old male C57/bl6 mice were housed with a 12 hours dark-light-schedule and experiments were performed during the dark cycle always at identical time points. Kainic acid (Ascent scientific) (20 mg/kg, dissolved in PBS), SL327 (Sigma) (50 mg/kg, dissolved in dimethylsulfoxide (DMSO) and mixed 1:1 with PBS) or similar amounts of DMSO/PBS were administered by intraperitoneal injection. Mice treated with kainic acid and SL327 were administered with SL327 1 hour before kainic acid injections. Animals were sacrificed at given time points after onset of seizure or at corresponding time points after SL327 or vehicle injections as described before^57^.

### Immunohistochemistry

Mice were anesthetized by intraperitoneal injection of urethane (1.6 g/kg bodyweight), transcardially perfused with 4% paraformaldehyde in phosphate buffered saline (PBS, pH 7.4) and brains were dissected and postfixed overnight in 4% paraformaldehyd. 40μm thick sections were cut using a vibratom (Leica) and incubated with pERK antibody (Cell Signalling #9101), dilution 1:1000; Arc/Arg3.1 antibody^58^, dilution 1:1500 or p-CaMKII (Thr286)(D21E4) (Cell Signalling #12716), dilution 1:3000. Immunoreactivity was detected using the avidin-biotin system (Vectastain, Vector Labs). Finally, sections were developed using diaminobenzidin (Sigma) as a chromogen. All experiments were performed with four replicate animals.

### Microarray hybridization

For RNA isolation hippocampi were dissected from fresh brains, flash frozen and stored at −80 °C. Total RNA was isolated using TRItidy-reagent (Applichem), followed by an additional purification step using RNEasy columns (Qiagen), quantified by UV-spectroscopy and its quality verified using a LabChip BioAnalyzer (AGILENT Technologies). The amplification and labeling of RNA samples were conducted according to the manufacturer’s instructions (Affymetrix). One μg from each sample was transcribed to cDNA using an oligo(dT)24 primer containing a T7 RNA polymerase promoter. After RNAse H-mediated second strand cDNA synthesis, the product was purified and served as a template in the subsequent *in vitro* transcription reaction. Biotin-labelled cRNA was prepared from double-stranded cDNA by *in vitro* transcription using the GeneChip RNA transcript labelling kit (Affymetrix). After clean-up, biotin-labelled cRNA was fragmented by alkaline treatment [40 mmol/l Tris-acetate (pH 8.2), 100 mmol/l potassium acetate, and 50 mmol/l magnesium acetate] at 94 °C for 35 minutes. 15 μg of each cRNA sample was hybridized for 16 h at 45 °C to an Affymetrix Mouse Exon Array 1.0 ST GeneChip covering the complete transcribed mouse genome. Chips were washed and stained with streptavidin-phycoerythrin using a fluidics station according to the protocols recommended by the manufacturer. Finally, arrays were scanned at 1.56-μm resolution using the Affymetrix GeneChip System confocal scanner 3000.

### Data analysis

Data from GeneChip microarrays has been deposited in the NCBI Gene Expression Omnibus (GEO) and is accessible through the GEO Series accession number GSE88723 (available prior to publication under: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=wtgfgkwczzgtfob&acc=GSE88723). Expression analysis was performed in R (http://www.bioconductor.org), using the bioconductor packages “oligo” for normalisation and “limma” for differential expression calling. Briefly, raw CEL files were red in, normalised using robust multi-array average (rma) of the package oligo with the parameter target = ”full”. After annotation of the probe sets, probe sets without annotation were removed, as were probe sets of category other than “main”. Next, only probe sets that had normalized expression values above the median in at least three arrays were retained for further analysis. Differential expression calling was done using the Linear Models for Microarray Data” (limma) package by first fitting a linear model using limma’s lmFit to all condition, and subsequently fitting contrasts between the indicated groups. Differential expression was called using the decide Test function with Benjamini-Hochberg multiple testing correction first applied on kainic acid vs. vehicle control to select all induced genes. Subsequent testing was limited to the set of differential genes (kainic acid vs. vehicle) and multiple testing was corrected for separately using Benjamini-Hochberg. MEK inhibitor sensitive genes were selected without multiple-testing correction, to limit false negatives. Error was estimated using eBayes method and thresholds of FDR < 0.05 or p < 0.05 were applied.

### *In situ* hybridization

For *in situ* hybridizations, animals were sacrificed by cervical luxation at indicated time points after onset of the first seizure (each time point, n = 3), control animals were sacrificed 30 minutes after vehicle injection (n = 3).

Total brains were flash frozen using liquid nitrogen and stored at −80 °C until cryosectioning. *In situ* hybridization was essentially performed as described before^59^. In brief, antisense RNA probes labelled with [α-^35^S]-UTP were generated according to the manufacturer’s instructions (Promega). 20 μm cryosections of brains were fixed in 4% paraformaldehyde-PBS, acetylated, dehydrated and hybridized at 55 °C for 18 h. Ribonuclease A treatment was performed for 30 min at 37 °C. Following a high stringency wash in 0.1x saline sodium citrate buffer at 55 °C, slides were exposed to X-ray films (Kodak Biomax MR; Amersham Bioscience) for 72 h. Specificity of signals was verified by comparing antisense to sense controls. DNA templates were generated by PCR or restriction digest from full-length cDNA clones and cloned into pBSK (Stratagene). For a complete list of templates see Table 1. Each gene was analysed at least on sections of three different animals of one experimental group.

## Additional Information

**How to cite this article:** Blüthgen, N. *et al*. Profiling the MAPK/ERK dependent and independent activity regulated transcriptional programs in the murine hippocampus *in vivo. Sci. Rep.* **7**, 45101; doi: 10.1038/srep45101 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
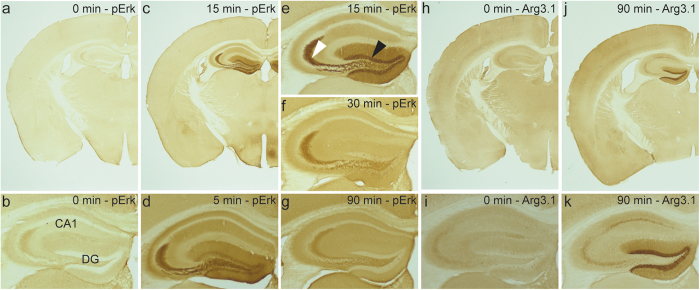
Seizures trigger ERK phosphorylation. (**a–k**), Seizures were induced in mice by intraperitoneal injection of kainic acid and animals sacrificed at indicated time points after seizure onset. Parallel coronal brain sections were immunostained for p-ERK (**a–g**) or for Arc/Arg3.1 (**h–k**). CA1, field CA1 of the hippocampus; DG, dentate gyrus. White arrowhead in e indicates the mossy fiber zone, black arrowhead in e points at the granular cell layer of the dentate gyrus.

**Figure 2:**
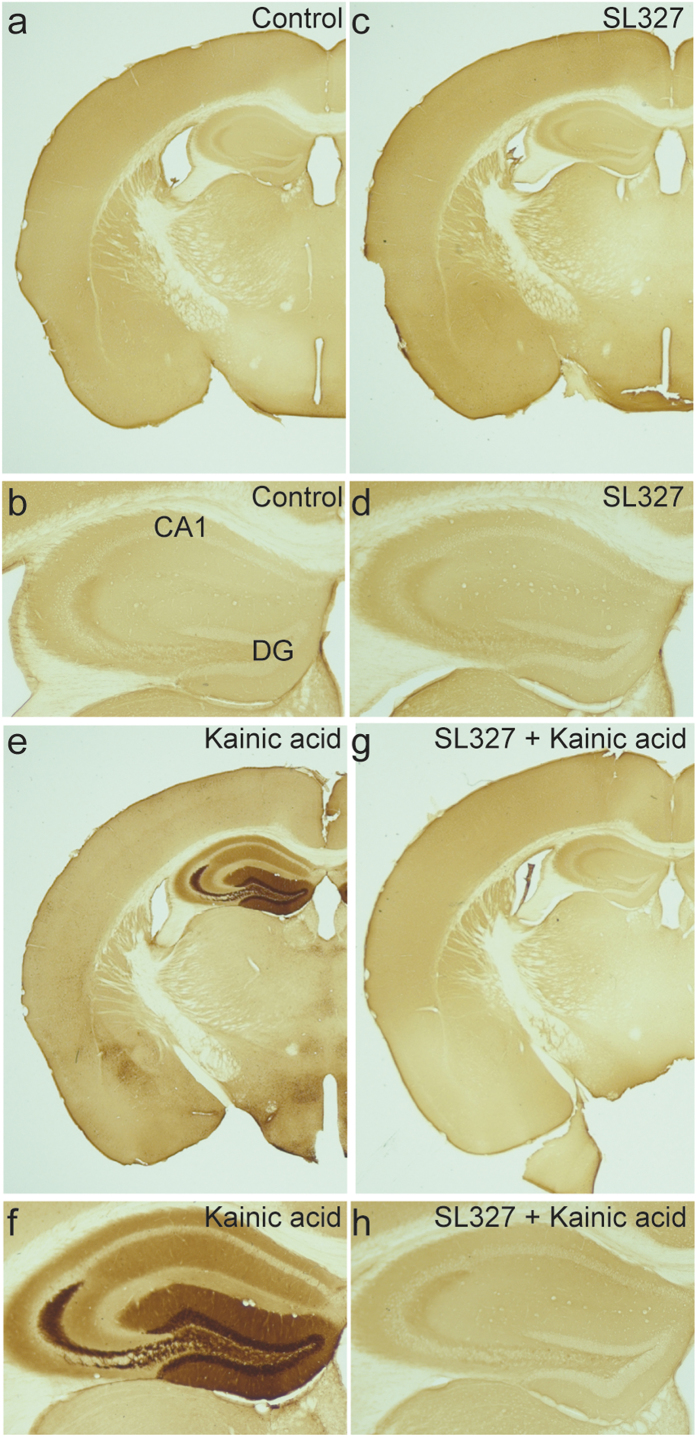
The MEK inhibitor SL327 blocks seizure induced ERK phosphorylation in the dentate gyrus. (**a–h**) Coronal mouse brain sections immunostained for p-ERK. (**a**,**b**) vehicle treated control; (**c**,**d**) brain section of a mouse treated with SL327 for 90 minutes; (**e**,**f**) brain section of a mouse sacrificed 15 minutes after onset of seizures; (**g**,**h**) brain section of a mouse treated with SL327 60 minutes before intraperitoneal kainic acid injections and sacrificed 15 minutes after onset of seizures. Note the complete inhibition of hippocampal ERK phosphorylation (**g**,**h**). CA1, field CA1 of the hippocampus; DG, dentate gyrus.

**Figure 3:**
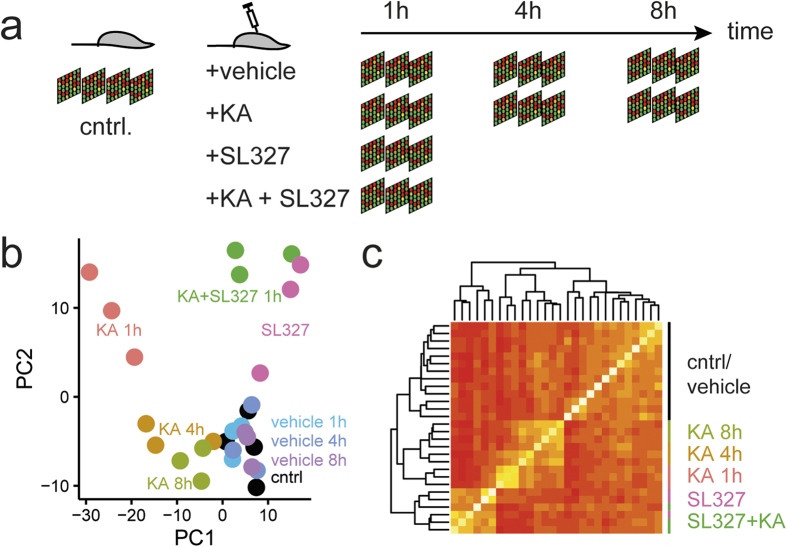
Experimental design and principal component analysis. (**a**) Schematic outline of the experimental design for the microarray analysis. Samples of four untreated mice were used as baseline controls and per indicated treatment group and time point, samples of 3 mice were used. RNA extracted from each sample was hybridized to one microarray. (**b**) Principal component analysis of the 1000 most varying genes demonstrates similar behaviour of replicates. (**c**) Unsupervised cluster analysis of the correlation between the 1000 most varying transcripts shows that the expression profiles of each experimental group cluster together. Cntrl, control; KA, kainic acid.

**Figure 4:**
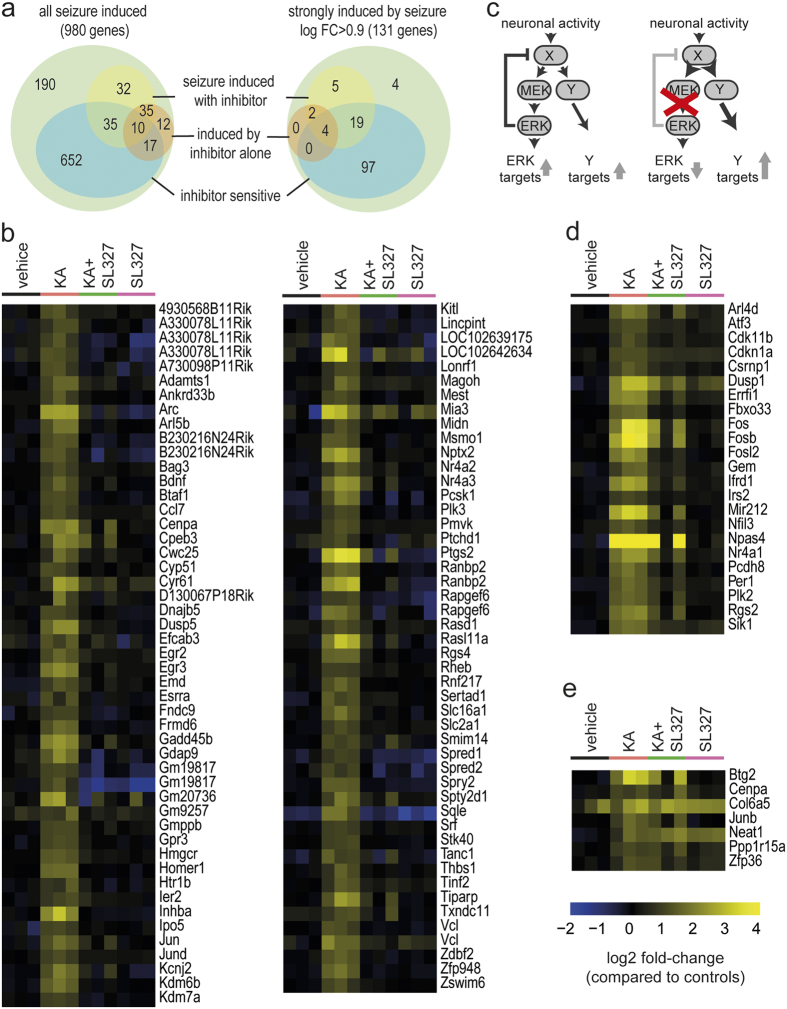
Expression profiles of genes induced by neuronal activity and their dependence on MEK activation. (**a**) Venn diagram indicating the classification of all genes induced by seizure (left) and of those genes that are minimally induced by a log fold change of 0.9 (right). (**b**) Heat map providing an overview of fully MEK dependent gene expression induced by neuronal activity. (**c**) Schematic showing the induction of parallel pathways by MEK inhibition through feedback control. (**d**) Heat map of genes whose expression is partially dependent on MEK activity. (**e**) Heat map of MEK independent gene expression induced by neuronal activity. Yellow indicates upregulation, blue indicates downregulation compared to control animals.

**Figure 5:**
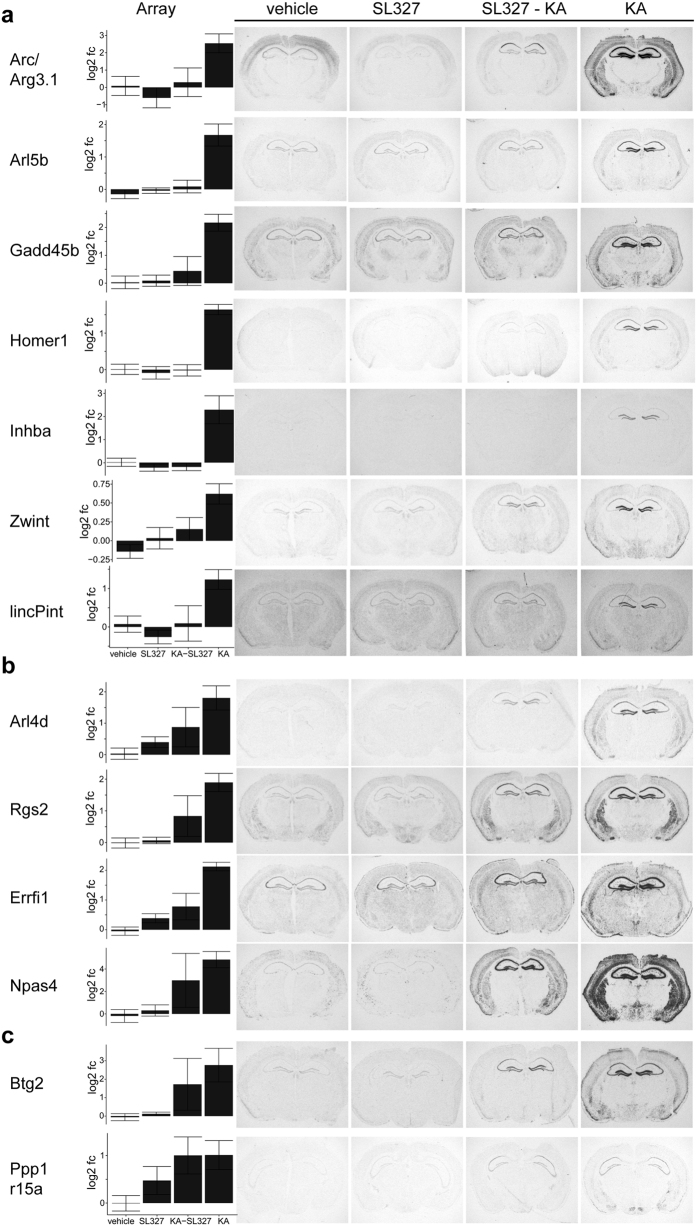
Expression of selected activity-regulated MEK dependent and independent genes. The bar diagrams (left) illustrate gene expression changes observed by microarray analyses. Autoradiograms of coronal sections of mice treated with vehicle, with the MEK inhibitor SL327, SL327 and kainic acid (KA), or KA and sacrificed 1 hour after seizure onset or after vehicle injections or 2 hours after SL327 injections. Radioactive *in situ* hybridizations of sections were conducted in parallel on one glass slide using gene specific antisense RNA probes. (**a**) Validation of MEK dependent genes, (**b**) partially MEK dependent genes, and (**c**) MEK independent genes are shown. CA1, CA1 area of the hippocampus; DG, dentate gyrus.

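Gadd45b (6769255), a gene linked to DNA demethylation in neurons, was at 7.81 ± 0.12 in vehicle treated mice, 9.91 ± 0.21 after kainic acid, 8.23 ± 0.45 after SL327 with kainic acid and 7.87 ± 0.02 after SL327 alone (SD, n = 3 each). It rose 4.27-fold with kainic acid (log2 SE 0.17, adjusted p = 1.4e-06). On the log2 scale 20.1% of this rise was left with the inhibitor, where Gadd45b stood 0.42 above vehicle (adjusted p = 0.28). Inhba (6804996), which encodes a subunit of activin, was at 7.18 ± 0.13, 9.59 ± 0.58, 7.05 ± 0.08 and 6.98 ± 0.08 in the same groups (SD, n = 3 each), a 5.31-fold rise with kainic acid. The difference between SL327 with kainic acid and kainic acid alone was -1.67 (SE 0.17, adjusted p = 1.9e-05) for Gadd45b and -2.54 (SE 0.19, adjusted p = 1.2e-06) for Inhba (limma). Inhba stood at -0.13 from vehicle with both treatments (adjusted p = 0.85). Without replicate 2 of SL327 with kainic acid Gadd45b stood 0.67 above vehicle (limma's adjusted p = 0.0052 within the differential probe sets) and was partially dependent, and without replicate 3 it stood 0.22 above vehicle.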

**Figure 6:**
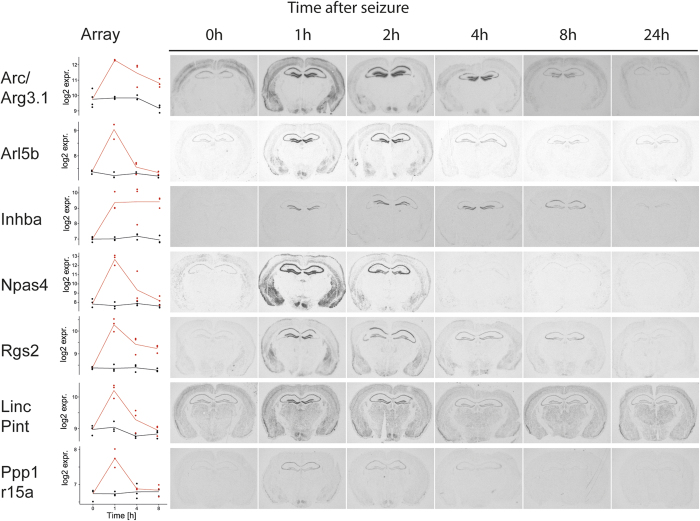
Examples of the temporal and spatial expression of activity-regulated genes at different time points after seizure onset. Plots of the time course and the ratio of induction based on the microarray analyses (left). The red lines represent expression kinetics at 0, 1, 4, 8 h after seizure onset, the black lines expression kinetics of vehicle treated time matched controls. Autoradiograms of coronal sections of mice sacrificed at indicated times after seizure onset. Radioactive *in situ* hybridizations of sections were conducted in parallel on one glass slide using gene specific antisense RNA probes.

**Figure 7:**
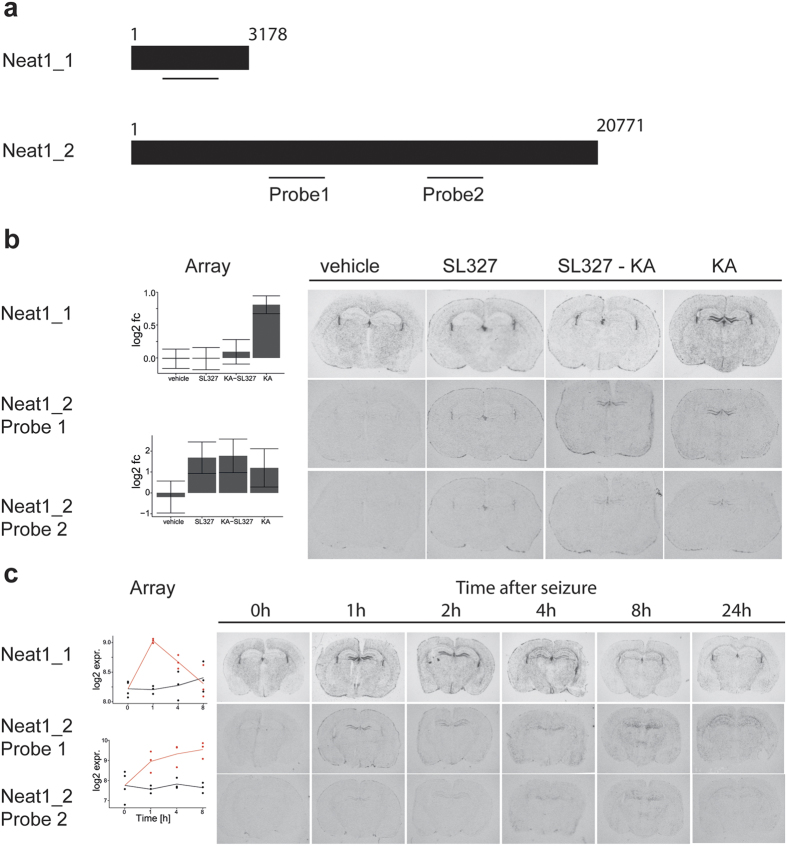
Activity dependent expression of Neat1 splice variants. (**a**) Neat1 is expressed as a short (Neat1_1 3178 bp) and a long (Neat1_2 20771 bp) splice variant. Black bars represent alternative Neat1 transcripts. Horizontal lines indicate position of specific *in situ* hybridization probes used for detection of Neat1. Two alternative probes were used to detect Neat1_2 transcripts. (**b**) Bar diagrams illustrate gene expression changes observed in the microarray analyses (left). Autoradiograms of coronal sections of mice treated with vehicle; SL327; SL327 and kainic acid (KA); or KA and sacrificed 1 hour after seizure onset, 1 hour after vehicle injections, or 2 hours after SL327 injection. Radioactive *in situ* hybridizations of sections were conducted in parallel on one glass slide using gene specific antisense RNA probes. (**c**) Plots of the time course and the ratio of induction based on the microarray analyses (left). The red lines represent expression kinetics at 0, 1, 4, 8 h after seizure onset, the black lines indicate expression kinetics of vehicle treated time matched controls. Autoradiograms of coronal sections of mice sacrificed at indicated times after seizure onset. Radioactive *in situ* hybridizations of sections were conducted in parallel on one glass slide using gene specific antisense RNA probes. The exposure time for all *in situ* hybridizations shown was 7 days for the Neat1_1 probe, and 60 days for the Neat1_2 probes.

**Table 1:** Genes validated by *in situ* hybridizations, respective nucleotides of templates and accession numbers.

Gene	Nucleotides	GeneBank^TM^ Accession no.
Arc/Arg3.1	589–1198	NM_018790
Arl4d	466–1306	NM_025404
Arl5b	760–2400	NM_029466
Btg2	53–529	BC138639.1
Errfi1	255–2317	NM_133753
Gadd45b	226–708	NM_008655.1
Homer1a	1191–2136	NM_011982
Inhba	1053–1530	NM_008380
Npas4	885–1581	BC129861.1
Neat1_1	1067–1789	NR_131212.1
Neat1_2 (1)	3203–3826	NR_131212.1
Neat1_2 (2)	14132–14791	NR_131212.1
Pint	1–402	NR_110469.1
Ppp1r15a	395–846	NM_008654.2
Rgs2	32–667	NM_009061.4
Zwint (var.1)	815–1516	BC034870

How the deposited data were processed for this re-analysis (not part of the article)

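Hippocampal RNA of 16 mice was used, with 4 untreated mice and 3 mice in each of the groups vehicle, kainic acid, SL327 with kainic acid and SL327 alone. Arrays from 4 h and 8 h after seizure onset and the in situ hybridizations were not analysed here. The deposited table gives log2 intensities that the authors made from Affymetrix mouse exon arrays with RMA in the oligo package, whose versions the methods do not name. These values were used as deposited, without a new background correction or normalization. Samples were assigned to treatments by their labels, and no array was left out of the main comparison.

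Probe sets were annotated with the gene names supplied with the table, and 14704 had 1 gene, 713 several and 4955 none. The filter of the methods keeps annotated probe sets above the array's median in at least 3 arrays. The deposited table may already carry a filter on intensity, so the filter may act here on a table that had been filtered before. A fit without the filter had been seen when the filter was kept, as the plan had it, and that fit is given as an alternative. For 6 genes the probe set with the highest mean was not among those tested although another was. Genes drawn in Fig. 4 and named in the results were looked up by their current symbol, and the gene names hold no entry for Arl4d, Arl5b and Mir212.

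The fit was done in R 4.3.3 with limma 3.58.1, as group means of the 5 treatments with empirical Bayes moderation (11 residual and 3.2 prior degrees of freedom). Contrasts were kainic acid, SL327 alone and SL327 with kainic acid, each minus vehicle, SL327 with kainic acid minus SL327 alone and minus kainic acid alone, vehicle minus untreated, and the interaction, which is the response to kainic acid with the inhibitor minus that without. All tests were two-sided, and p values were adjusted by Benjamini and Hochberg over the 8520 probe sets with a threshold of 0.05. Induced probe sets rose with kainic acid at that threshold, and strongly induced ones rose by at least 0.9 on the log2 scale. Inhibitor sensitive ones were lower in SL327 with kainic acid than in kainic acid alone at an unadjusted p under 0.05, as the methods say. The removal of probe sets of a category other than main was not repeated, since the files used name no category, and the fit holds 5 groups where that of the methods holds all conditions. Induction with inhibitor and by the inhibitor alone was tested against vehicle, with p adjusted within the probe sets that kainic acid changed, and the paper's text does not name the control of the former. Fully dependent probe sets were sensitive and not induced with inhibitor, partially dependent ones were both, independent ones were induced with inhibitor and not sensitive, and unclassified ones were neither. The share of the response left was the median, over strongly induced probe sets, of the change with both treatments divided by the change with kainic acid, and both share the vehicle arrays, which 100 simulated groups without a response took into account.

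Before the data were examined, 27 gene lists, the contrasts, the filter, the class definitions, the alternatives and the rule for naming genes were fixed. The lists cover immediate early transcription factors, synaptic and secreted effectors, ERK feedback inhibitors, MEK output genes, CREB targets, SRF and actin genes, cholesterol biosynthesis, stress response and p53 targets, heat shock chaperones, glucocorticoid-responsive, inflammatory, aryl hydrocarbon receptor and clock genes, lncRNAs, transmitter receptors, cell type and region markers, blood markers and housekeeping genes. Of them 23 had at least 3 measured genes and were tested with camera at a preset correlation of 0.01, with p adjusted over 161 tests in 7 contrasts, and again with an estimated correlation and with fry. Named genes are those of the paper's results and of Fig. 4d and 4e, the 10 largest rises and 10 largest falls of 4 contrasts among probe sets whose arrays do not overlap, and up to 4 members per list. Cpeb3, Psma3, Sap18, Coq10b, Commd1, Bdnf and B230216N24Rik are named outside this rule, after their values were seen. For the rule itself the paper's figures had been seen when it was written. Principal components were computed with prcomp and the tree with hclust, and group means of scores were compared by exact permutation, while giving their differences in SD of the component, in place of a percentage of the kainic acid shift, was decided after the values were seen.

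Alternatives were another or no filter on intensity, testing probe sets without a gene name, centring or quantile normalization, fits to fewer groups, untreated or pooled controls, other estimates of the spread, a block for the replicate number, each array left out in turn, 1 probe set per gene, and other adjustments and thresholds for the classes. The share of the response left against untreated mice was added after the data were seen. The fit was tested on simulated data, where 82% of rises and 92% of falls of 0.5, and 100% of changes of 1, were called, with 10 false calls among 8520 probe sets. Of 25 simulated rises of 1 that the inhibitor removed 25 were called fully dependent, and of 25 that it left 25 were called independent. These rises were lost or kept whole, with independent noise in each array. The result therefore does not cover smaller rises, partial losses or a mouse that differs from its group. Figures were drawn with Python 3.11.15.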

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

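The counts over other splits of the mice and both tests of the excess of falls after kainic acid were chosen only after the result was seen, and the bound used on the pan-neuronal genes was rewritten after its value was known. In untreated mice, Homer1 stood apart at 9.04 in replicate 4 and Pcdh8 at 7.17 in replicate 3, each far from the other 3 mice relative to the range of the group. These are 2 of 128 values tested in this way, and chance alone sets apart about 1 in 20.

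The response to kainic acid differed between mice with and without the inhibitor in 491 probe sets, 322 lower and 169 higher with it. Which direction prevails depends on the setting, with 371 higher and 314 lower with untreated mice as the control, 379 and 369 with both controls pooled and 585 and 555 with array weights. Homer1 had an interaction of -1.52 (SE 0.10, adjusted p = 2.9e-06) and Prox2 of 1.04 (SE 0.14, adjusted p = 0.00036). Of 100 splits of the mice, the real one and 99 drawn at random, 1 gave as many, the real one, against 214 probe sets in the highest other. These splits mix all treatments, so they also break up the separate effects of kainic acid and SL327. They test for any difference between the groups and not for an interaction, so they cannot decide whether chance gave this count. The 169 became 55 or 68 without vehicle replicate 1 or 2, 263, 73 or 78 without kainic acid replicate 1, 2 or 3, 70 without replicate 3 of SL327 with kainic acid, 70 or 60 without SL327 replicate 2 or 3 and 311 without untreated replicate 2. The 322 became 197 without vehicle replicate 1 and 206 without SL327 replicate 3.

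After kainic acid, 1042 probe sets were lower, more than the 631 that were higher, and the paper does not report on them. A general loss of neuronal RNA is argued against, since the median change of 10 pan-neuronal genes was -0.00465 (SD 0.142 between genes, from -0.16 to 0.27) and that of the falling probe sets -0.264, while a loss of RNA from some neurons, such as granule cells, stays open. A shift of the array medians cannot be told apart, since after centring 805 falls and 744 rises remained: the bound set against it, that falls still outnumber rises, was met but too weak, as the excess shrank from 1042 against 631 to 805 against 744. The splits of 3 against 3 mice are too few for a share under 0.05, and the real split gave 1673 changed probe sets and the highest other 0. The count of falls was 606 or 561 without vehicle replicate 1 or 2 and 527 or 611 without kainic acid replicate 2 or 3, and a repression of these genes by seizures stays open beside these explanations.

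After SL327 alone 467 probe sets were higher and 71 lower, which the paper does not report outside the induced genes. With untreated mice as the control 305 were higher and 136 lower. Vehicle treated mice themselves were lower than untreated mice in 477 probe sets and higher in 92 at limma's unadjusted p under 0.05. A shift of the array medians cannot be told apart, since rises were 74.8% of the calls after centring, between the bounds set for and against it. Chance values of these few arrays cannot be told apart either. Of 365 called probe sets that kainic acid did not change at limma's unadjusted p under 0.05, 95.1% had the same sign between SL327 with kainic acid and kainic acid alone, and 83% would from the signs alone. That comparison uses other mice, but the choice of the 365 ties kainic acid to vehicle, which favours the same sign. Other splits are too few (538 in the real one, 0 in the highest other). Of the 365, 101 also passed with the same sign between SL327 with kainic acid and kainic acid alone. The same choice limits what this count can show. By the labels, which give PBS for the vehicle treated mice, effects of the inhibitor and of its solvent cannot be told apart. The 467 became 135, 293 or 103 without vehicle replicate 1, 2 or 3 and 202, 243 or 87 without SL327 replicate 1, 2 or 3, and the 71 became 19, 24 or 21 without vehicle replicate 1, 2 or 3, 24 or 9 without SL327 replicate 2 or 3 and 129 without untreated replicate 2.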

How the results depend on the processing

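The share of the response left against untreated mice (18.6%, against 22% with vehicle) was chosen only after the result was seen, and all other alternatives were planned. Of 1163 comparisons of a count or other main value with an alternative, 959 were unchanged or within 1.5 times, 104 moved further with 1 array left out and 98 with another setting, and 2 reversed. Of 9178 comparisons of single genes and lists, 8552 kept direction and side of the threshold, 426 lost the threshold with 1 array left out and 198 with another setting, and 2 reversed. Those 2 are, with untreated mice as the control, S100b with kainic acid (0.0425) and Lyrm9 with both treatments (-0.11). The 631 rises with kainic acid, the 98 strongly induced, the 87 inhibitor sensitive and the 66 fully dependent probe sets stayed within 1.5 times with any array left out. With 3 mice per group, each array carries much of a group mean, and probe sets near the background, under the filter, were not tested. With untreated mice as the control the balance of directions turned in the interaction (371 higher and 314 lower) and with both treatments (62 and 88), and in the interaction also with both controls pooled (379 and 369) and with array weights (585 and 555). Where a setting tests other probe sets, groups or adjustments, the counts follow from its construction, and otherwise the cause was not tested.

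Replicate numbers do not pair the mice, since only 2 of 18 pairs of arrays with the same number correlated at over 0.1 after removing group means (from -0.218 to 0.176) and for 4 of 12 arrays the best match in another group had the same number. A replicate block in the fit gave 21 higher and 7 lower probe sets with both treatments and 90 higher in the interaction, against 58, 16 and 169 without it, and the cause was not tested.

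With testing also probe sets without a gene name, the value was 38 lower probe sets with both treatments. Arrays centred on their median gave 116 lower probe sets with SL327 alone. There were 281 higher probe sets with SL327 alone, 142 lower probe sets with SL327 alone and 261 higher probe sets in the interaction with quantile normalization. With only the groups compared in the fit, the values were 113 lower probe sets with SL327 alone, 35 higher probe sets with both treatments, 538 higher probe sets between both treatments and kainic acid alone, 46 induced with inhibitor of all induced, 106 induced by inhibitor alone of all induced, 22 partially dependent of all induced, 13 induced with inhibitor of the strongly induced, 16 induced by inhibitor alone of the strongly induced, 12 partially dependent of the strongly induced, 1 independent of the strongly induced, 12 unclassified of the strongly induced and 8 lists past the threshold with SL327 alone. The untreated arrays left out gave 88 higher probe sets with both treatments, 88 induced by inhibitor alone of all induced, 14 induced with inhibitor of the strongly induced, 12 partially dependent of the strongly induced, 2 independent of the strongly induced and 8 unclassified of the strongly induced. There were 2116 lower probe sets with kainic acid, 305 higher probe sets with SL327 alone, 136 lower probe sets with SL327 alone, 88 lower probe sets with both treatments and 371 higher probe sets in the interaction with untreated mice as the control. With vehicle and untreated mice pooled, the values were 2058 lower probe sets with kainic acid, 184 lower probe sets with SL327 alone, 132 higher probe sets with both treatments, 110 lower probe sets with both treatments, 379 higher probe sets in the interaction, 119 induced with inhibitor of all induced, 64 independent of all induced, 3 induced by inhibitor alone of the strongly induced and 3 unclassified of the strongly induced. Array weights gave 1660 lower probe sets with kainic acid, 1373 higher probe sets with SL327 alone, 377 lower probe sets with SL327 alone, 271 higher probe sets with both treatments, 88 lower probe sets with both treatments, 5 higher probe sets between both treatments and SL327 alone, 6 lower probe sets between both treatments and SL327 alone, 585 higher probe sets in the interaction, 555 lower probe sets in the interaction, 174 induced with inhibitor of all induced, 186 induced by inhibitor alone of all induced, 74 partially dependent of all induced, 100 independent of all induced, 46 induced with inhibitor of the strongly induced, 18 induced by inhibitor alone of the strongly induced, 38 partially dependent of the strongly induced and 2 unclassified of the strongly induced. There were 8 lower probe sets with both treatments and 3 unclassified of the strongly induced with 1 probe set per gene. With induction with inhibitor taken against SL327 alone, the values were 0 induced with inhibitor of all induced, 0 partially dependent of all induced, 0 independent of all induced, 0 induced with inhibitor of the strongly induced, 0 partially dependent of the strongly induced, 0 independent of the strongly induced and 11 unclassified of the strongly induced. Later tests adjusted within the induced probe sets gave 121 induced with inhibitor of all induced, 61 partially dependent of all induced, 60 independent of all induced and 3 unclassified of the strongly induced. There were 27 induced with inhibitor of all induced, 11 partially dependent of all induced, 16 independent of all induced, 209 unclassified of all induced, 11 induced with inhibitor of the strongly induced, 8 partially dependent of the strongly induced, 3 independent of the strongly induced and 12 unclassified of the strongly induced with later tests adjusted over all probe sets. With a threshold of 1 on the log2 scale, the value was 3 independent of the strongly induced. An estimated correlation in camera gave 0 lists past the threshold with SL327 alone, 1 list past the threshold with both treatments, 0 lists past the threshold between both treatments and SL327 alone, 6 lists past the threshold between both treatments and kainic acid alone, 6 lists past the threshold in the interaction and 0 lists past the threshold between vehicle and untreated. There were 2 lists past the threshold with SL327 alone, 0 lists past the threshold between both treatments and SL327 alone and 0 lists past the threshold between vehicle and untreated with fry in place of camera. A smaller number of the most variable probe sets gave, in SD of the component, -0.701 for PC2 vehicle minus untreated. A larger number of the most variable probe sets gave, in SD of the component, 0.313 for PC2 kainic acid minus vehicle, 1.55 for PC2 both treatments minus vehicle, 0.188 for PC1 SL327 alone minus vehicle and 0.29 for PC2 vehicle minus untreated. Probe sets scaled to unit variance gave, in SD of the component, 0.158 for PC2 kainic acid minus vehicle, 1.46 for PC2 both treatments minus vehicle, 1.78 for PC2 SL327 alone minus vehicle and 0.327 for PC2 vehicle minus untreated. No filter on intensity gave, in SD of the component, 0.266 for PC1 SL327 alone minus vehicle. Average linkage gave 6 arrays outside the 3 clusters control and vehicle, KA, and SL327 with or without KA. There were 5 arrays outside the 3 clusters control and vehicle, KA, and SL327 with or without KA with Spearman correlation.

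With each array left out in turn, the lowest and highest values were, for higher probe sets with kainic acid from 483 to 734, lower probe sets with kainic acid from 527 to 1404, higher probe sets with SL327 alone from 87 to 698, lower probe sets with SL327 alone from 9 to 129, higher probe sets with both treatments from 9 to 114, lower probe sets with both treatments from 3 to 26, higher probe sets between both treatments and SL327 alone from 0 to 32, lower probe sets between both treatments and SL327 alone from 0 to 15, higher probe sets between both treatments and kainic acid alone from 482 to 1474, lower probe sets between both treatments and kainic acid alone from 359 to 579, higher probe sets in the interaction from 55 to 311, lower probe sets in the interaction from 197 to 432, higher probe sets between vehicle and untreated from 0 to 0. The same ranges were, for lower probe sets between vehicle and untreated from 0 to 1, strongly induced from 84 to 108, inhibitor sensitive of all induced from 394 to 546, induced with inhibitor of all induced from 15 to 127, induced by inhibitor alone of all induced from 29 to 86, fully dependent of all induced from 343 to 504, partially dependent of all induced from 8 to 59, independent of all induced from 7 to 68, unclassified of all induced from 45 to 140, inhibitor sensitive of the strongly induced from 79 to 102, induced with inhibitor of the strongly induced from 7 to 45, induced by inhibitor alone of the strongly induced from 3 to 8, fully dependent of the strongly induced from 51 to 83. They were, for partially dependent of the strongly induced from 6 to 33, independent of the strongly induced from 1 to 12, unclassified of the strongly induced from 0 to 7, lists past the threshold with kainic acid from 12 to 13, lists past the threshold with SL327 alone from 3 to 6, lists past the threshold with both treatments from 4 to 7, lists past the threshold between both treatments and SL327 alone from 6 to 14, lists past the threshold between both treatments and kainic acid alone from 11 to 13, lists past the threshold in the interaction from 11 to 13, lists past the threshold between vehicle and untreated from 3 to 5, response left, in percent from 18.3 to 29.4. The cause of these shifts was not tested.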

Differences from the paper's values

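None of the alternatives named here was chosen after the result was seen. The number of probe sets induced by kainic acid was 631, and the paper's reported value is 980 genes, at the same adjusted p of 0.05. Among the alternatives set before the data were examined, the 2 values lie within 1.5 times of each other with no filter on intensity (759), median over all rows of the table (664), arrays centred on their median (744), quantile normalization (743), the untreated arrays left out (710), untreated mice as the control (679), vehicle and untreated mice pooled (754) and array weights (775), and without untreated replicate 2 (734). They differ by more with testing also probe sets without a gene name (649), only the groups compared in the fit (615), eBayes with trend and robust (629), replicate block (573), 1 probe set per gene (575), induction with inhibitor taken against SL327 alone (631), later tests adjusted within the induced probe sets (631), inhibitor sensitivity adjusted within the differential set (631), later tests adjusted over all probe sets (631) and a threshold of 1 on the log2 scale (631), and with each of the other arrays left out (483 to 645).

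The number of unclassified probe sets was 105, and the paper's reported value is 190. The 2 values lie within 1.5 times of each other with only the groups compared in the fit (145), the untreated arrays left out (138), untreated mice as the control (132), vehicle and untreated mice pooled (148), array weights (132), induction with inhibitor taken against SL327 alone (138) and later tests adjusted over all probe sets (209), and without untreated replicate 2 (140) and without SL327 with kainic acid replicate 3 (140). They differ by more with no filter on intensity (99), median over all rows of the table (111), testing also probe sets without a gene name (103), arrays centred on their median (106), quantile normalization (105), eBayes with trend and robust (106), replicate block (82), 1 probe set per gene (91), later tests adjusted within the induced probe sets (78), inhibitor sensitivity adjusted within the differential set (118) and a threshold of 1 on the log2 scale (105), and with each of the other arrays left out (45 to 124).

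The paper lists Neat1 among the MEK independent genes that SL327 alone also raises. It assigns this to the long variant Neat1_2, and it states that induction of the short variant Neat1_1 was MEK dependent. The annotation used here does not say which variant the probe set measures, so the difference may be one of variants. Here Neat1 rose by 0.80 with kainic acid, under the threshold of 0.9, was inhibitor sensitive, and changed by 0.00 with SL327 alone. It was fully dependent and not induced by SL327 alone in all settings. Col6a5, listed beside it, was not induced by kainic acid (-0.15, adjusted p = 0.43) in any setting, and its other probe set 6998517 did not pass either (0.21, adjusted p = 0.32, and -0.34 with SL327 alone, adjusted p = 0.15). Atf3 and Gem, drawn as partially dependent, and Zfp36, drawn as independent, did not pass the filter, and with no filter on intensity they fell into the paper's classes with rises of 0.97, 1.32 and 0.91, none of them induced by SL327 alone. The paper counts Atf3 among the genes raised by SL327 alone, where the change was 0.17 (adjusted p = 0.27), while Dusp1, Cdkn1a and Sik1, named with it, were raised here too.

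Of 23 genes drawn as partially dependent in Fig. 4d, 16 were partially dependent here, 3 fully dependent, 2 removed by the filter and 2 not named in the annotation used. The 3 are Fos, Nfil3 and Pcdh8. Fos was partially dependent with arrays centred on their median, quantile normalization, untreated or pooled controls, array weights, later tests adjusted within the induced probe sets, and without kainic acid replicate 1 or 3. Nfil3 and Pcdh8 were partially dependent with untreated or pooled controls, array weights, later tests adjusted within the induced probe sets, without kainic acid replicate 2 and without replicate 2 of SL327 with kainic acid. Of 7 genes drawn as independent in Fig. 4e, 3 were independent here (Btg2, Cenpa and Ppp1r15a). Junb, also drawn there, was unclassified, with a rise of 1.24, and was independent under the same settings as Nfil3 and Pcdh8. Zwint, which the paper describes as a MEK dependent gene apart from the size of its rise, was partially dependent here (0.72 with kainic acid, 0.25 with both treatments). It was fully dependent with untreated or pooled controls, with induction with inhibitor taken against SL327 alone, with later tests adjusted over all probe sets, and without vehicle replicate 1, 2 or 3, replicate 1 or 3 of SL327 with kainic acid or SL327 replicate 3. The paper states that inhibitor treatment forms a cluster distinct from the controls, and here the 3 SL327 arrays and replicate 2 of SL327 with kainic acid fell into the cluster of the controls, with 4 arrays outside the paper's grouping (6 with average linkage, 5 with Spearman's correlation). The 2 trees rest on different samples, since that of the paper also holds arrays from 4 h and 8 h, which were not used here.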

Other observations

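The tests of replicate 2 of SL327 with kainic acid for a missing response, a wrong label or a swap, and all counts over splits of the mice, were chosen only after the result was seen. Replicate 2 had a median position of 0.0897 between the SL327 mean (0) and the other 2 mice of its group (1). This is over the 100 probe sets with the smallest limma p for those 2 mice against SL327 alone, whether or not kainic acid alone changed them. The position may mean that this animal had no seizure response in its hippocampal RNA or carries a wrong label. Replicates 1 and 3, placed the same way, were at 0.562 and 0.949. A swap with an SL327 array is argued against, since the highest position of an SL327 array was 0.434, and less neuronal tissue is argued against by a median of 0.0141 for pan-neuronal genes relative to the other 2 mice, though the choice of probe sets also moves the SL327 arrays above 0 (0.277 to 0.434). Npas4 stood 3.94 and Btg2 2.39 above SL327 alone without that mouse (adjusted p = 0.00014 and 0.006), and the strongly induced classes then held 51 fully and 33 partially dependent and 12 independent probe sets, of which 51, 20 and 6 are shared with all 3 mice. The paper states that mice given the inhibitor before kainic acid developed strong seizures and were killed at set times after seizure onset, which runs against a mouse without seizures. Single genes went both ways. Polr2e and C130060C02Rik were at 8.89 and 7.54 in replicate 2, outside the SL327 arrays (9.59 to 9.65 and 8.13 to 8.4). Npas4 and Btg2, at 8.13 and 8.23, lay near them (7.96 to 8.41 and 8.12 to 8.19). These genes were picked after their values were seen. The arrays alone do not decide between a missing RNA response, with or without seizures, and a wrong label.

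Most measured glucocorticoid-responsive genes were higher with kainic acid, and some with SL327 alone and with both treatments. Of 12 measured, 9, 5 and 6 were higher and 0 lower against vehicle in that order (10, 7 and 8 when adjusted over the list alone), with medians of 0.426, 0.328 and 0.337. Camera gave adjusted p values of 8.43e-12, 0.00012 and 1.78e-09, of which that for SL327 alone was lost with an estimated correlation (adjusted p = 0.115). The median over the list, relative to the vehicle mean, was 0.34, 0.29 and 0.27 in the 3 SL327 arrays and between -0.05 and 0.00 in the untreated arrays, and stress of handling stays open for these genes. Vehicle mice were injected too, but mice with both treatments had 2 injections, the legend of Fig. 5, on tissue sections, gives 2 h after injection for SL327 alone and 1 h for vehicle, and by the labels the solvent may differ. Mt2 (6978290), a metallothionein, rose by 0.85 (SE 0.12, adjusted p = 0.00026) with kainic acid and 0.69 (SE 0.12, adjusted p = 0.009) with SL327 alone, and Arrdc2 (6983230) by 0.41 and 0.34 (adjusted p = 0.00036 and 0.01). Of the 12 genes, Per1 is also on the CREB list, Errfi1 on the list of ERK feedback inhibitors, Sgk1 on that of effectors and Cdkn1a on that of p53 targets.

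Gas5 (6754519), a lncRNA host of small nucleolar RNAs, was higher with both treatments than with vehicle (0.55, adjusted p = 0.0017) and than with kainic acid alone (0.53, adjusted p = 0.00014), and kainic acid alone did not change it (0.02, adjusted p = 0.86). With SL327 alone Gas5 was also higher than with vehicle (0.29, adjusted p = 0.022), a call lost without vehicle replicate 1, 2 or 3 or SL327 replicate 1 or 3 (0.056, 0.057, 0.091, 0.084 and 0.097). Stress response and p53 targets had 4 higher and 0 lower of 10 measured (adjusted over the list alone, 4 and 0; camera adjusted p = 0.000325) with kainic acid. Clock genes had 2 higher and 2 lower of 10 measured (adjusted over the list alone, 3 and 5; camera adjusted p = 0.816), with a fall of 0.47 for Tef (6832132, adjusted p = 0.00031). Glutamate and GABA-A receptor subunits had 1 higher and 1 lower of 19 measured (adjusted over the list alone, 0 and 1; camera adjusted p = 0.585), and pan-neuronal genes 2 higher and 1 lower of 10 measured (adjusted over the list alone, 2 and 1; camera adjusted p = 0.357). Of 16 inflammatory genes on the list only 2 were measured, Ccl7 (1.06) and Ptgs2, and 2 were higher. Ccl7 had passed the filter through the kainic acid arrays alone. Of 8 aryl hydrocarbon receptor targets 1 was measured and higher, Tiparp (1.99).

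Of markers of other cells, pyramidal cell markers had 0 higher and 0 lower of 7 measured (adjusted over the list alone, 0 and 0; camera adjusted p = 0.972) with kainic acid. Interneuron markers had 1 higher and 0 lower of 9 measured (adjusted over the list alone, 1 and 0; camera adjusted p = 0.0199), which was lost with an estimated correlation (adjusted p = 0.283) and without vehicle replicate 2 (0.0568), and the higher gene was Gad1 (0.53, adjusted p = 0.00022). Astrocyte markers had 0 higher and 1 lower of 6 measured (adjusted over the list alone, 0 and 1; camera adjusted p = 0.848), oligodendrocyte markers 0 higher and 0 lower of 9 measured (adjusted over the list alone, 0 and 0; camera adjusted p = 0.744) and microglia markers 0 higher and 0 lower of 5 measured (adjusted over the list alone, 0 and 0; camera adjusted p = 0.59). Endothelial markers had 1 higher and 1 lower of 4 measured (adjusted over the list alone, 2 and 1; camera adjusted p = 0.0582), Slc2a1 being the higher one, and thalamus and striatum markers 0 higher and 0 lower of 3 measured (adjusted over the list alone, 0 and 0; camera adjusted p = 0.672). Of 2 measured housekeeping genes 1, Actb, was higher (0.73, adjusted p = 0.0099, and 0.055 without kainic acid replicate 2), and blood markers were not measured. The calls of Per3, Syn1, Nefm, Grik2, Gabra3, S100b and Slco1a4 in these lists were each lost without at least 1 array, vehicle replicate 1 or 2 or kainic acid replicate 3 among them, while those of Tef, Nefl, Gad1 and Slc2a1 were not.

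With SL327 alone, oligodendrocyte markers were lower by camera (adjusted p = 0.000658, median -0.135), which was lost with an estimated correlation (adjusted p = 0.35), and 0 of 9 genes passed limma. MEK output genes were lower by camera (adjusted p = 0.0361, median -0.133), which was lost with an estimated correlation (0.283), without vehicle replicate 3 (0.0826) and without SL327 replicate 1 (0.0851). With both treatments, immediate early transcription factors had 1 of 18 higher than with vehicle (15 when adjusted over the list alone; camera adjusted p = 1.33e-10, and 0.186 with an estimated correlation). Choroid plexus markers had a median of 1.17 with SL327 alone (camera adjusted p = 0.0953) and -0.0981 with kainic acid (0.861), and 0 of 5 genes passed limma. Between vehicle and untreated, camera called astrocyte (0.000256), oligodendrocyte (0.00747), glucocorticoid-responsive (0.00787), interneuron (0.0269) and choroid plexus genes (0.0171, lower), and all 5 calls were lost with an estimated correlation, with adjusted p values from 0.055 to 0.476.

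Where 3 mice are compared with 3, there are 10 splits, which are too few for a share under 0.05. The real and the highest other count of changed probe sets were 74 and 1 with both treatments against vehicle, 0 and 5 against SL327 alone and 1613 and 1 against kainic acid alone. They were 98 and 0 for strongly induced, 493 and 91 for inhibitor sensitive, 73 and 0 for induced with inhibitor and 57 and 3 for induced by SL327 alone. For lists past camera's threshold they were 12 and 12 with kainic acid, 4 and 4 with SL327 alone, 5 and 8 with both treatments, 10 and 11 against SL327 alone and 12 and 11 against kainic acid alone. For vehicle against untreated the real count of probe sets is 0 (highest other 1), so all 35 splits give as many by construction and the count tells nothing about chance, as with the 0 against SL327 alone. Chance cannot be excluded for lists between vehicle and untreated, where 8 of 35 splits gave at least the real count of 5 (highest other 7), nor for lists in the interaction, where 7 of 100 splits gave at least 13 (highest other 15).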
